# DNA Damage Response Is Involved in the Developmental Toxicity of Mebendazole in Zebrafish Retina

**DOI:** 10.3389/fphar.2016.00057

**Published:** 2016-03-14

**Authors:** Shota Sasagawa, Yuhei Nishimura, Tetsuo Kon, Yukiko Yamanaka, Soichiro Murakami, Yoshifumi Ashikawa, Mizuki Yuge, Shiko Okabe, Koki Kawaguchi, Reiko Kawase, Toshio Tanaka

**Keywords:** systems toxicology, benzimidazole, ATM, DNA damage response, developmental toxicity, zebrafish

## Abstract

Intestinal helminths cause iron-deficiency anemia in pregnant women, associated with premature delivery, low birth weight, maternal ill health, and maternal death. Although benzimidazole compounds such as mebendazole (MBZ) are highly efficacious against helminths, there are limited data on its use during pregnancy. In this study, we performed *in vivo* imaging of the retinas of zebrafish larvae exposed to MBZ, and found that exposure to MBZ during 2 and 3 days post-fertilization caused malformation of the retinal layers. To identify the molecular mechanism underlying the developmental toxicity of MBZ, we performed transcriptome analysis of zebrafish eyes. The analysis revealed that the DNA damage response was involved in the developmental toxicity of MBZ. We were also able to demonstrate that inhibition of ATM significantly attenuated the apoptosis induced by MBZ in the zebrafish retina. These results suggest that MBZ causes developmental toxicity in the zebrafish retina at least partly by activating the DNA damage response, including ATM signaling, providing a potential adverse outcome pathway in the developmental toxicity of MBZ in mammals.

## Introduction

Helminth infections are highly prevalent and affect 44 million pregnancies, globally, each year (reviewed in Mpairwe et al., 2014; Salam et al., 2015). Intestinal helminths feed on host blood and cause iron-deficiency anemia. Anemia during pregnancy is associated with risk of dying during pregnancy and delivering low birth weight babies. Benzimidazole compounds such as mebendazole (MBZ) and albendazole (ABZ) are highly efficacious anthelminthic; however, the data about their use in pregnancy are limited.

Many benzimidazole compounds, including MBZ and ABZ, have been shown to be teratogenic in animals (reviewed in Dayan, 2003). The US Food and Drug Administration (FDA) has classified MBZ and ABZ in Pregnancy category C (Law et al., 2010). MBZ and ABZ bind to the colchicine-binding domain of tubulin, resulting in the inhibition of tubulin polymerization (Morgan et al., 1993; Xu et al., 2002). Although benzimidazole compounds have high affinities to tubulin in helminths, they also bind to tubulin in mammalian cells. Therefore, inhibition of tubulin polymerization has been suggested as the primary mechanism in developmental toxicity of MBZ and ABZ (Whittaker and Faustman, 1992); however, the exact mechanism underlying the developmental toxicity of these benzimidazole compounds remains largely unknown.

Zebrafish is considered as an excellent model organism in various biomedical fields, including developmental toxicology (Sipes et al., 2011; Bal-Price et al., 2012; Behl et al., 2015; Nishimura et al., 2015a, 2016). The development process is highly conserved across vertebrate species, making zebrafish development largely comparable to that of mammals. Zebrafish is also highly amenable to transcriptome analysis and various imaging analyses. Transcriptomic analysis is currently the best-established approach for identifying perturbed biological networks, thereby gaining mechanistic insight into the system's response to an exposure (Sturla et al., 2014). Zebrafish remain transparent from fertilization up to 2 days post-fertilization (dpf). Development of pigmentation can also be suppressed by treating zebrafish larvae with 1-phenyl-2-thyourea, an inhibitor of melanin synthesis. Several pigmentless zebrafish lines are available for laboratory studies. These features allow unobstructed observation of morphological changes of various cells and tissues during the earlier development stages by using fluorescence technology (Watanabe et al., 2012; Nishimura et al., 2013; Sasagawa et al., 2016).

Several studies have been performed to assess developmental toxicity of MBZ and ABZ in zebrafish (Kitambi et al., 2009; Carlsson et al., 2011, 2013). Zebrafish exposed to ABZ from 0 to 6 dpf showed visceral, craniofacial, and bone defects, which are similar to the developmental toxicity of ABZ in rodents (Carlsson et al., 2011, 2013). Zebrafish exposed to MBZ from 0 to 2.5 dpf showed defects of blood vessels in retina and trunk, and the loss of neuronal architecture in the eye (Kitambi et al., 2009). The mechanisms underlying the developmental toxicity of these benzimidazole compounds, however, remain largely unknown.

The current study focused on the findings of Kitambi et al. (2009), which demonstrated that MBZ adversely affected the organization of retinal layers. We hypothesized that some developmental stages may be highly susceptible to the toxicity of MBZ in the zebrafish retina. To examine the critical stage, we performed fluorescent *in vivo* imaging of zebrafish retinal layers using a coumarin derivative (Watanabe et al., 2010). The fluorescent *in vivo* imaging revealed that MBZ causes disorganization of retinal layers in zebrafish during 2 and 3 dpf. To reveal the adverse outcome pathway in the developmental toxicity of MBZ, further transcriptome analysis of zebrafish eyes was performed. The DNA damage response, including the ATM pathway, was shown to be involved in the developmental toxicity of MBZ.

## Materials and methods

### Ethics statement

This study was carried out in strict accordance with Japanese law, including the Humane Treatment and Management of Animals Act (2014), Standards Relating to the Care and Management of Laboratory Animals and Relief of Pain (2013), and the Guidelines for Proper Conduct of Animal Experiments (Science Council of Japan, 2006). All experiments were performed under 2-phenoxyethanol anesthesia, and all efforts were made to minimize suffering.

### Compounds

MBZ, ABZ, and nocodazole (NCZ) were obtained from Sigma-Aldrich (St. Louis, MO, USA). Butyl 2-({2-[(methoxycarbonyl)amino]-1H-benzimidazol-5-yl}carbonyl) benzoate (BBC) was obtained from Namiki Shoji (Tokyo, Japan). ZMA462, formerly called DIBPBC (Watanabe et al., 2010), was obtained from Canon Inc. (Tokyo, Japan). Stock solutions for these compounds were prepared by dissolving in dimethyl sulfoxide (DMSO; Nacalai Tesque, Kyoto, Japan). 2-Phenoxyethanol was obtained from Wako Chemical (Osaka, Japan).

### Zebrafish

Zebrafish AB line was obtained from ZIRC (Eugene, OR, USA) (Varga, 2011) and an albino line (Kelsh et al., 1996) was obtained from the Max Planck Institute for Developmental Biology (Tübingen, Germany). Zebrafish were bred and maintained according to previously described methods (Westerfield, 2007; Nishimura et al., 2016). Briefly, zebrafish were raised at 28.5 ± 0.5°C with a 14/10 h light/dark cycle. Embryos were obtained and cultured in 0.3 × Danieau's solution (19.3 mM NaCl, 0.23 mM KCl, 0.13 mM MgSO_4_, 0.2 mM Ca(NO_3_)_2_, 1.7 mM HEPES, pH 7.2) until 6 dpf.

### *In vivo* imaging of the zebrafish retina

Zebrafish were exposed to benzimidazole compounds at indicated concentrations and for indicated time periods. The tests were performed in 6-well plates with 10 embryos per well. After the exposure to benzimidazole compounds, the vital staining of zebrafish with a fluorescent dye, ZMA462 (Watanabe et al., 2010), was performed to visualize the retinal layers. In the vital staining, the inner plexiform layer (IPL) and outer plexiform layer (OPL) are imaged with strong fluorescence, whereas the ganglion cell layer (GCL), inner nuclear layer (INL), and outer nuclear layer (ONL), appear reticulated. The IPL and OPL are synaptic layers that contain neuronal projections from the INL and GCL, and from the ONL and INL, respectively. The strong fluorescence in the IPL and OPL and reticular staining of the GCL, INL, and ONL suggest that ZMA462 may stain the plasma membranes of neuronal cells in the zebrafish retina (Watanabe et al., 2010).

After bathing the zebrafish in a medium containing 1 μg/mL ZMA462 for 30 min at 28.5°C, zebrafish were washed, anesthetized with 2-phenoxyethanol (500 ppm), and transferred onto glass slides. A few drops of 3% low-melting agarose were laid over the living larvae, which were immediately oriented on the lateral side. The retinas of the embedded larvae were observed using a Zeiss 510 confocal laser scanning microscope (Carl Zeiss AG, Germany). Images were captured at a resolution of 512 × 512 pixels using a 20X (NA 0.75) or 40X (NA 1.2) water immersion objective lens.

To quantify the developmental toxicity of benzimidazole compounds in the zebrafish retina, we measured the shape factor of the IPL in each zebrafish. The shape factor is a parameter that can be analyzed by the Volocity image analysis software package (Perkin-Elmer, Cambridge, MA). If the IPL is a round circle, it is recognized as a long object. Because the shape factor is related to roundness, the shape factor of the long object is low. If the IPL is fragmented, it is recognized as multiple objects. Because the multiple objects are more round than a long object, their shape factor is greater than that of a long object. If multiple objects were recognized in a retinal image, the mean of the shape scores was used for the quantification. The numbers of zebrafish analyzed by the imaging are described in the figure legends.

### Transcriptome analysis of zebrafish eye

Zebrafish treated with 0.3 μM MBZ or BBC from 48 h post-fertilization (hpf) to 60 hpf (12 h exposure), 72 hpf (24 h exposure), and 84 hpf (36 h exposure) were stored in RNAlater (Applied Biosystems, Foster City, CA, USA). The eyes of 50 zebrafish were collected by surgical extraction under a microscope and pooled into one sample. Total RNA from 24 samples (3 exposure times, 2 chemicals, 4 samples per condition) was then extracted using an RNeasy Plus Micro kit (Qiagen, Valencia, CA, USA), qualified by an Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA), and quantified using a spectrophotometer (NanoDrop ND-100, Wilmington, DE, USA). Three hundred nanograms of total RNA was converted into labeled cRNA using the Low RNA Input Fluorescent Linear Amplification Kit (Agilent). Cy3-labeled cRNA (1.5 μg) was hybridized to Agilent Zebrafish Whole Genome Oligo Microarrays (G2519F) according to the manufacturer's protocol. The hybridized microarrays were scanned (Agilent G2565BA) and analyzed by Feature Extraction software (Agilent). 

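The scanner output of each array and a table of the authors' normalized values were read. For each spot, the scanner output gives a background-corrected signal (gProcessedSignal), the median pixel signal (gMedianSignal) and the median signal of the local background (gBGMedianSignal). These are intensities on a linear scale that were not normalized between arrays. The normalized table holds 43603 probes and 24 columns of log2 values, and the upper quartile of its columns lay between 10.20 and 10.21. In this table, 37.3% of the values were at the lowest value of 5.66. The order of the probes within each array was compared between the table and several signals of the scanner output by Spearman correlation. These correlations are across probes, which are not independent replicates. With gProcessedSignal minus gBGMedianSignal, the lowest correlation over the 24 arrays was 0.999976. With gProcessedSignal alone it was 0.963.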

The data were normalized using Agi4x44PreProcess (Lopez-Romero, 2013), a package in Bioconductor (Gentleman et al., 2004). 

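Each array carries 45220 spots, of which 1417 are controls and 43803 hold probes. Feature Extraction sets flags for each spot. A spot is positive and significant (gIsPosAndSignif) when its signal differs from the background, and well above background (gIsWellAboveBG) when it exceeds the background by a further margin. The flag gIsSaturated marks spots at the upper limit of the scanner, and gIsFeatNonUnifOL marks spots with uneven pixels. Over the arrays, between 66.5% and 76.6% of the probes were well above background. When the 4 flags had to pass on all arrays, 24707 probes (56.7%) were left. When gIsPosAndSignif and gIsWellAboveBG had to pass on all 4 arrays of at least 1 condition, 72.3% of the probes were left. In that second reading, which underlies the values given with the DEGs, uneven spots were left out and saturated spots were kept. It left out a spot on at least 1 array for 1332 of its probes.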

Probes that passed four criteria (gIsSaturated, gIsFeatNonUnifOL, gIsPosAndSignif, gIsWellAboveBG) across the dataset were used for further analysis. RankProd analysis (Breitling et al., 2004) was performed to identify differentially expressed genes (DEGs) between two groups by calculating the false discovery rate (FDR). The lists of DEGs (FDR < 20%) at 12, 24, and 36 h of exposure are shown in Table S1-1, S1-2, and S1-3, respectively. 

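Table S1 lists 1 probe for each gene symbol, with a log ratio and an FDR. It holds 130, 150, and 372 probes at 12, 24, and 36 h, and all of them passed the 4 flags on all arrays. Of these probes, 121, 133, and 245 are higher in zebrafish exposed to MBZ in the paper's table. Every log ratio in the table was within 0.01 of the difference between the mean log2 values of the 4 MBZ and the 4 BBC arrays in the authors' normalized values, so the table's ratios are on the log2 scale. A rank product was computed on these normalized values for the probes that passed the 4 flags. It ranks the probes by fold change in each of the 16 pairs of an MBZ and a BBC array, and its FDR was estimated from 100 permutations. This combination of values, filter and test was chosen after seeing the data. At an FDR under 20% it called 265, 295, and 641 probes at 12, 24, and 36 h. These calls held 130, 150, and 367 of the probes in Table S1. Across the probes of the table, the Spearman correlation between its FDR and the recomputed FDR was 0.993, 0.983, and 0.999. Of the called probes outside the table, 112, 117, and 201 carried no gene name, and 21, 25, and 51 were further probes of a gene in the table.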

The lists of zebrafish genes were then compared with known human orthologs using the Life Science Knowledge Bank (World Fusion, Tokyo, Japan). In the Life Science Knowledge Bank, the zebrafish gene symbols were mapped to Entrez IDs (Maglott et al., 2011), which were then mapped to human gene symbols. 

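Over the 3 exposure times, 361 of the 652 probes in Table S1 carry an Entrez ID in the paper's table (55.4%). Of these, 208 carry a human gene symbol (57.6%). At 12, 24, and 36 h, 71, 81, and 209 probes carry an Entrez ID. On the whole array, 15163 probes (34.8%) could be given a zebrafish gene name through the RefSeq accession of the array design, using a table of the assembly GRCz12tu for names only. A further 65 probes were named through an Entrez ID of Table S1 and 106 through a symbol of that table. The remaining 28269 probes were kept under the accession of the array design.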

As shown in Table S1, about 55% of zebrafish gene symbols could be mapped to Entrez IDs and about 55% of Entrez IDs could be mapped to human gene symbols. UniProt IDs of the human orthologous genes were added using DAVID (Dennis et al., 2003). The microarray data have been deposited to the Gene Expression Omnibus (GEO) as GSE75245.

### Identification of wikipathways enriched in the DEGs

To identify WikiPathways (Kelder et al., 2012) involved in the developmental toxicity of MBZ, ClueGO (Bindea et al., 2009) and CluePedia (Bindea et al., 2013) in Cytoscape (Shannon et al., 2003) were used. The lists of genes dysregulated in zebrafish eyes exposed to MBZ for 12, 24, and 36 h were subjected to ClueGO with CluePedia using the default settings. The WikiPathways significantly enriched in DEG in zebrafish eyes exposed to MBZ for 12, 24, and 36 h are shown in Table S2-1, S2-2, and S2-3, respectively. The WikiPathways significantly enriched in common among 12, 24, and 36 h exposure are shown in Table S2-4. The *p*-values of each WikiPathway for the enrichment are shown as the size of the circle. WikiPathways clustered in the same group are shown in the same color and connected with lines based on their kappa score (Bindea et al., 2009).

### Identification of biocarta pathways related to the DEGs

To identify BioCarta pathways (Nishimura, 2001) involved in the developmental toxicity of MBZ, JEPETTO (Winterhalter et al., 2014) was used. The genes dysregulated in zebrafish eyes exposed to MBZ for 12, 24, and 36 h were subjected to JEPETTO using the default settings. The BioCarta pathways significantly related to DEGs in zebrafish eyes exposed to MBZ for 12, 24, and 36 h are listed in Table S3-1, S3-2, and S3-3, respectively. The BioCarta pathways related to DEG at 12, 24, and/or 36 h exposure were clustered based on their q-value for relationship using hierarchical clustering with Pearson's correlation (uncentered, average linkage) in MeV (Howe et al., 2011).

### Identification of transcription factors potentially regulating the DEGs

To identify transcription factors (TFs) involved in the developmental toxicity of MBZ, iRegulon (Janky et al., 2014) was used. iRegulon exploits the fact that genes that are co-regulated by the same TF commonly share binding sites for the TF. iRegulon has been successfully used to identify TFs in given gene lists (Nishimura et al., 2015b) using ENCODE ChIP-seq data as a reference database (Janky et al., 2014). The genes dysregulated in zebrafish eyes exposed to MBZ for 12, 24, and 36 h were subjected to iRegulon using the default settings. The predicted TFs for DEGs in zebrafish eyes exposed to MBZ for 12, 24, and 36 h are listed in Table S4-1, S4-2, and S4-3, respectively. The TFs potentially regulating the DEGs in zebrafish eyes exposed to MBZ for 12, 24, and 36 h were clustered based on their normalized enrichment scores using hierarchical clustering with Pearson's correlation (uncentered, average linkage) in MeV (Howe et al., 2011).

### TUNEL staining

TUNEL staining was performed using ApopTag Fluorescein In situ Apoptosis Detection Kit (Millipore, Billerica, MA, USA) according to the manufacturer's protocol. Briefly, zebrafish exposed to either 0.5 μM MBZ or 0.1% DMSO with or without 2 μM KU-55933 from 2 to 3 dpf were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS; Nacalai Tesque, Kyoto, Japan) at 4°C overnight. Eight zebrafish were used for each conditions except for 0.1% DMSO and 2 μM KU-55933 (*n* = 5). Zebrafish were washed with PBS with 0.1% Tween 20 (PBST) and incubated in water containing 3% H_2_O_2_ and 1% KOH at room temperature for 30 min. Zebrafish were then washed with PBST and incubated with 100% methanol at −30°C overnight. After rehydration, zebrafish were treated with proteinase K (40 μg/mL) at 37°C for 1 h. Zebrafish were washed with PBST, and then incubated in the equilibration buffer at 37°C for 1 h, followed by incubation in the working solution containing TdT enzyme and digoxigenin-labeled dNTP at 37°C for 1 h. Zebrafish were washed and treated with anti-digoxigenin IgG labeled with fluorescein at 4°C overnight. Zebrafish were then washed with PBST again and imaged using the SMZ25 stereomicroscope (Nikon, Tokyo, Japan) with a GFP filter. Quantitative analysis of the fluorescent image was performed using the Volocity software (PerkinElmer, Waltham, MA, USA), with 80 as the threshold of fluorescent intensity of apoptosis. Excluding the lens, the area of fluorescent signal in the retina with a measured intensity over the threshold was deemed an apoptotic signal. The area of zebrafish eye was also measured. The apoptotic signal was normalized by the area of eye in each zebrafish to account for different eye size.

### Statistical analysis

Statistical analysis was performed using Prism 6 (GraphPad, La Jolla, CA, USA). The means were compared by analysis of variance. Alpha was set at 0.05 and Dunnett's multiple comparisons test was used for *post hoc* analyses when significant effects were found. Data are shown as the mean ± SEM.

## Results

### MBZ caused developmental toxicity in the zebrafish retina

The dose–response relationship between MBZ and developmental toxicity was examined using *in vivo* imaging of zebrafish retinas stained with the fluorescent dye ZMA462. Figure 1 shows the layers of the zebrafish retina, including the GCL, IPL, INL, and OPL. The layers were clearly visualized at 5 dpf. In zebrafish treated with 0.1 μM MBZ from 0 to 5 dpf, these layers were not different from those of control zebrafish (Figure 1A). In contrast, the IPL in zebrafish treated with 0.3 μM MBZ was malformed, compared with the IPL in control zebrafish (Figure 1A). In zebrafish treated with 0.6 μM MBZ, not only the IPL but also the OPL was severely malformed (Figure 1A). The shape of the IPL in each retina was quantified using the shape factor, as described in the Materials and Methods section. The shape factors of the IPL in zebrafish exposed to 0.3 and 0.6 μM MBZ were significantly greater than that of control zebrafish (Figure 1B). These results suggest that MBZ can cause developmental toxicity in the zebrafish retina when zebrafish are exposed to MBZ at or over 0.3 μM from 0 to 5 dpf.

**Figure 1:**
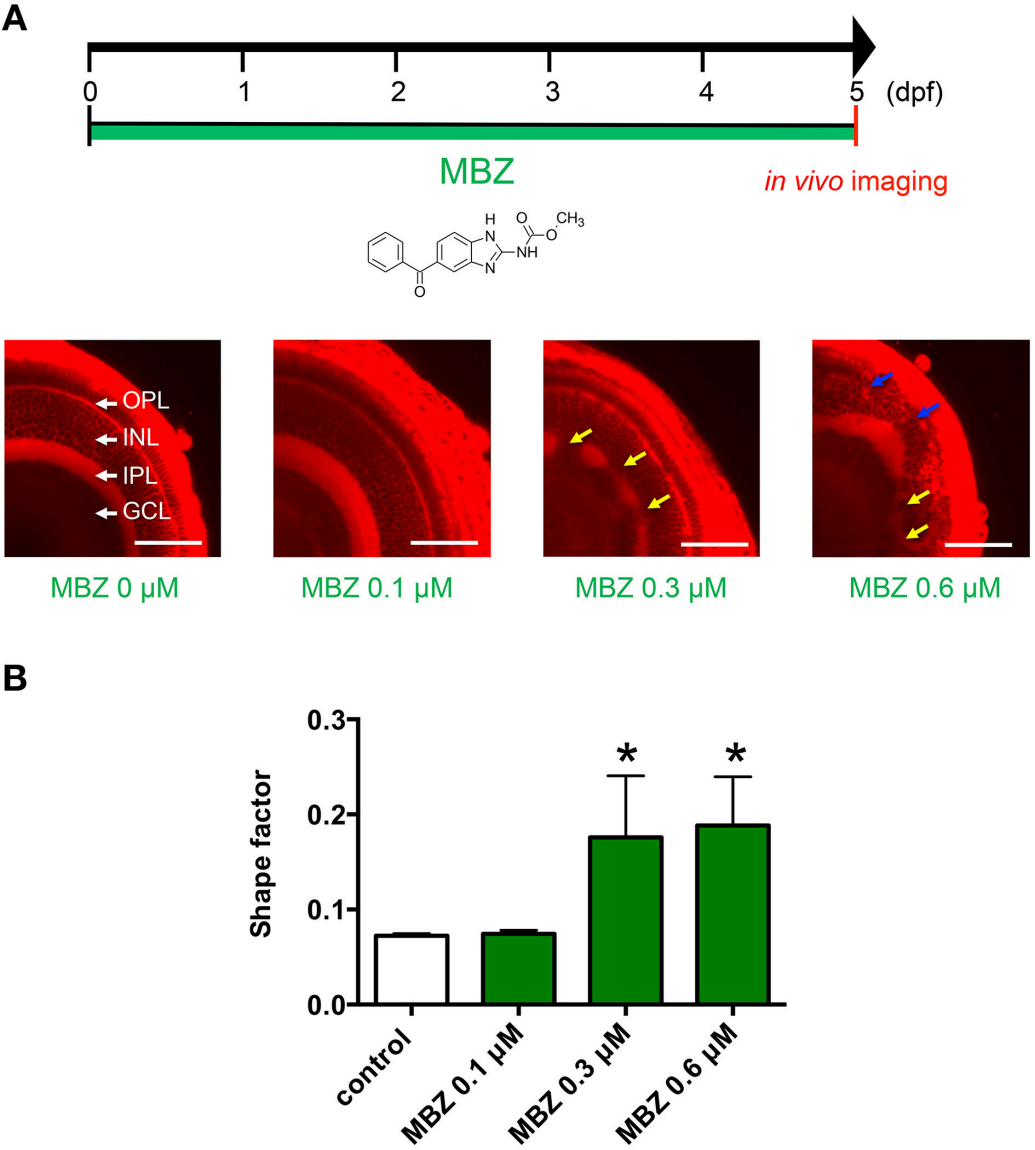
**MBZ caused developmental toxicity in the zebrafish retina**. **(A)** Zebrafish were treated with MBZ from 0 to 5 dpf at the indicated concentration. At 5 dpf, zebrafish were stained with ZMA462 and the retinas were imaged *in vivo*. The GCL, IPL, INL, and OPL are indicated by white arrows. The malformations in the IPL and OPL caused by MBZ are indicated by yellow and blue arrows, respectively. Scale bar: 50 μm. **(B)** Quantitative analysis of the developmental toxicity of MBZ in the zebrafish retina. The shape of the IPL in each zebrafish were quantified using the shape factor. *n* = 8 for control, *n* = 3 for each concentration, ^*^p < 0.05 compared with control.

To examine which developmental stage may be susceptible to the toxicity of MBZ in the zebrafish retina, zebrafish were treated with 0.3 μM MBZ from 1 to 4 dpf, 2 to 5 dpf, or 3 to 6 dpf. The *in vivo* imaging of the zebrafish retina at 6 dpf revealed that the IPL was malformed in zebrafish treated with MBZ from 1 to 4 dpf and 2 to 5 dpf, but not 3 to 6 dpf (Figure 2A). The shape factors of the IPL in zebrafish exposed to 0.3 μM MBZ from 1 to 4 dpf or 2 to 5 dpf, but not from 3 to 6 dpf, were significantly greater than that of control zebrafish (Figure 2B). These results suggest that the developmental stage during 2 and 3 dpf is the critical window for developmental toxicity of MBZ in the zebrafish retina.

**Figure 2:**
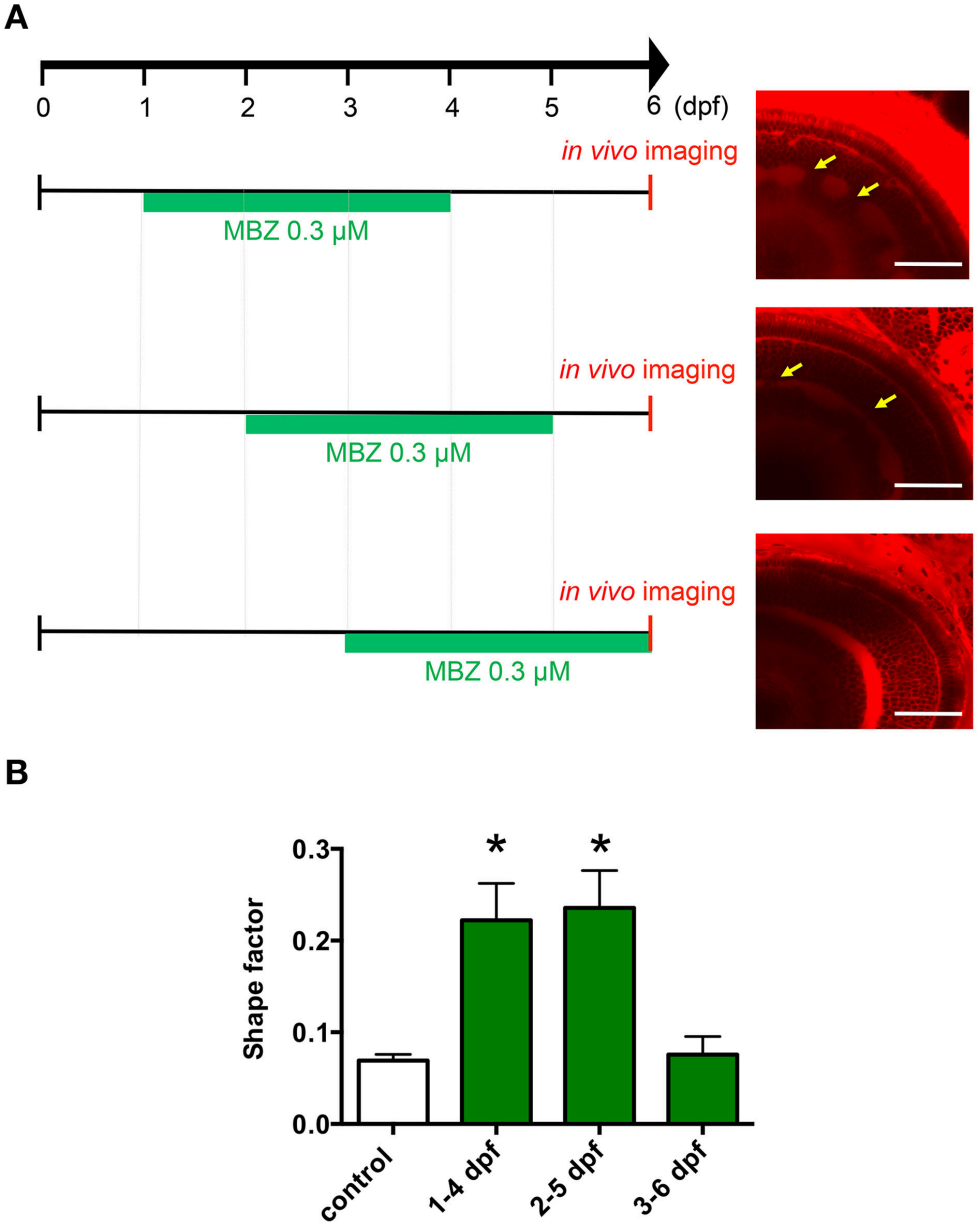
**Development during 2 and 3 dpf was the critical window for developmental toxicity of MBZ in the zebrafish retina. (A)** Zebrafish were treated with 0.3 μM MBZ during the indicated periods. At 6 dpf, zebrafish were stained with ZMA462 and the retinas were imaged *in vivo*. The malformations in the IPL caused by MBZ are indicated by yellow arrows. Scale bar: 50 μm. **(B)** Quantitative analysis of the developmental toxicity of 0.3 μM MBZ in the zebrafish retina. The shape of the IPL in each zebrafish was quantified using the shape factor. *n* = 5 for control, *n* = 6 for 1–4 dpf, *n* = 4 for 2–5 dpf and 3–6 dpf, ^*^p < 0.05 compared with control.

To examine whether benzimidazole compounds structurally related to MBZ may cause developmental toxicity in the zebrafish retina, zebrafish were treated with 0.03 μM ABZ, 0.15 μM NCZ, or 0.3 μM benzoic acid, BBC. As shown in Figure S1A, both ABZ and NCZ but not BBC caused malformation in the zebrafish retina similar to that induced by MBZ. The shape factors of the IPL in zebrafish exposed to 0.03 μM ABZ or 0.15 μM NCZ, but not 0.3 μM BBC, were significantly greater than that of control zebrafish Figure S1B. These results are consistent with previous reports demonstrating that ABZ and NCZ but not BBC can cause developmental toxicity in zebrafish (Liu and Lessman, 2007; Kitambi et al., 2009; Mattsson et al., 2012).

### DNA damage response was involved in the developmental toxicity of MBZ

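RNA from pooled eyes was hybridized to 24 arrays of 1 colour, 4 for each of 6 conditions. Zebrafish were exposed for 12, 24, or 36 h to either compound at 0.3 μM, MBZ or BBC, and were collected at 60, 72, or 84 hpf. BBC is a benzimidazole compound that did not malform the retina in the paper's imaging, and it served as the control at each exposure time. Each array is 1 pooled sample, so that n = 4 per condition, and the number of arrays limits the precision of every value. The 75th percentile of the signal per array had a median of 1114, 542, and 1117 in BBC eyes and 1000, 613, and 1040 in MBZ eyes at 12, 24, and 36 h. Over all arrays it ranged from 437 to 1433. The arrays lay on 6 slides, each with 2 MBZ and 2 BBC arrays of a single exposure time. Each exposure time was scanned on a day of its own, so exposure time and scan day cannot be told apart. On every slide BBC lay at positions 1 and 3 and MBZ at positions 2 and 4, so the position and the compound cannot be told apart either. From the deposited intensities, which were not normalized between arrays, log2 of the background-corrected signal minus log2 of the 75th percentile of the array was computed. MBZ and BBC were compared within each exposure time by limma in a single fit of the 24 arrays with the 6 conditions. Its p values were adjusted by the Benjamini-Hochberg method over all probes tested. A probe was called as a DEG at an adjusted p under 0.20.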

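Of 31505 probes tested, 101 were called as DEGs at 12 h. Of these, 93 were higher and 8 were lower in MBZ eyes, and they carried 36 gene names. At 24 h 101 probes were called, 91 higher and 10 lower, with 57 gene names. At 36 h 1770 of 31504 probes were called, 1000 higher and 770 lower, with 819 gene names. At an adjusted p under 0.05, the counts were 51, 64, and 332. In 92, 92, and 901 of the called probes, all 4 MBZ arrays lay on 1 side of all 4 BBC arrays. Among all tested probes this held for 4.14%, 3.00%, and 5.62%, where chance gives 2.86%. The rank product in place of limma moved the first 2 counts most, to 740 and 515. As a ratio, the count at 36 h moved most when the fit held only the 8 arrays of that exposure time, which called 141 probes. In number of probes it moved most with the replicate number as a block within each exposure time, which called 3814, a setting chosen after seeing the data. The count at 36 h was 636 without MBZ replicate 3 and 3634 without MBZ replicate 4. The count at 12 h was 178 without BBC replicate 4, and that at 24 h was 175 without MBZ replicate 1. At 24 and 36 h, setting the 4 arrays of 1 slide against the 4 of the other called 1476 and 3392 probes, more than MBZ against BBC. With the slide as a block, MBZ against BBC called 154 and 2593 probes. Arrays with the same replicate number at 24 h were alike, and with this pairing as a block within each exposure time 188 probes were called at 24 h, a setting chosen after seeing the data.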

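At all 3 exposure times 47 probes were called, all of them higher in MBZ eyes, and at 2 or more exposure times 90 probes were called in the same direction. A further 3 probes were called in opposite directions. Across probes, which are not independent replicates, the log2 fold changes correlated with Pearson's r = 0.24 between 12 and 24 h, 0.060 between 12 and 36 h, and 0.22 between 24 and 36 h. Whether the effect of MBZ differed between exposure times was tested by limma as a difference of the 2 effects. No probe passed for 24 h minus 12 h, with 669 probes at an unadjusted p under 0.05. For 36 h minus 12 h 114 probes passed, and for 36 h minus 24 h 20 probes passed. Of the probes in the paper's Table S1, all at 12 h, 149 at 24 h, and 370 at 36 h changed in the direction the table gives. Of them, 27, 42, and 246 were among the called probes.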

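Among called probes with a gene name, well above background on all arrays of both groups and with all MBZ arrays above all BBC arrays, the largest rise at 12 h was that of *bbc3* (log2 fold change 1.90, SE 0.19, limma adjusted p = 1.61e-05). It was also the largest at 24 h (1.49, adjusted p = 0.00021 from limma). Also among the 3 largest were *fosab* and *stmn4l* at 12 h and *stmn4* at 24 h. *stmn4l* rose by 1.32 (limma adjusted p = 2.22e-05) and *stmn4* by 1.41 (adjusted p = 0.00386), both on the log2 scale. At 36 h *cremb* rose by 2.57 (limma adjusted p = 1.21e-08) and *ghrh* by 2.33 (adjusted p = 0.00263), with *atf3* beside them. The signal of *ghrh* was low, with a mean of -3.23 in MBZ eyes and -5.57 in BBC eyes relative to the 75th percentile of the array. Its rise was 1.47 with the authors' normalized values, and 0.80 and 0.99 with the median pixel signal and 2 background corrections, which were added after seeing the data. It was called in all of these. A list of other pituitary and hypothalamic hormone genes was also higher at 36 h. For that list, tissue next to the eye that was carried over is a candidate source. Whether this source applies to *ghrh* was not tested and stays open. Of the largest falls under the same limits, *fads2* changed by -0.65 at 12 h (limma adjusted p = 0.0627) and by -0.65 at 24 h (adjusted p = 0.0592). At 12 h it was not called with the mean over its probes or without MBZ replicate 3, and at 24 h with that mean or without BBC replicate 4 or MBZ replicates 2 or 3. *ncf1* (-0.44) and *tubb2* (-0.41) at 12 h were no longer called under 10 and 9 of 13 alternatives. *neflb* changed by -0.67 at 24 h (limma adjusted p = 0.0324). *fads2*, *neflb* and *stmn4* were not called at 24 h when the fit held only the 8 arrays of that exposure time. A second probe of *tk1* changed by -0.59 at 24 h, but its brightest probe changed by only -0.32 and was not called. At 36 h *plppr5b* changed by -2.31 (limma adjusted p = 8.17e-05). *wbp4* and *irx4b* were also among the largest falls at 36 h, through probes that were not their brightest. The brightest probe of *wbp4* was not called (-0.22), while the mean over its probes was. That of *irx4b* changed by -0.99, with overlap between MBZ and BBC arrays (two-sided exact permutation test, p = 0.0571), and it was not called in the fit of 8 arrays.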

To identify the mechanism underlying the developmental toxicity of MBZ in the zebrafish retina, we performed transcriptome analysis of the eyes of zebrafish treated with 0.3 μM MBZ or BBC from 48 hpf to 60 hpf (12 h exposure), 72 hpf (24 h exposure), and 84 hpf (36 h exposure); 41, 50, and 117 genes were identified as DEGs in zebrafish exposed to MBZ, compared with zebrafish exposed to BBC, at 12, 24, and 36 h, respectively Table S1.

To elucidate the pathway involved in the genes dysregulated by MBZ, ClueGO (Bindea et al., 2009) was used. ClueGO is a bioinformatics tool that has been used successfully to decipher functionally grouped gene ontology and pathway annotation networks in given lists, combined with various databases such as WikiPathways (Kelder et al., 2012). 

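The zebrafish genes behind the WikiPathways of the paper's Table S2 were looked up through the probes of Table S1. At 12, 24, and 36 h these are 7, 12, and 23 different genes. Of them, 7, 10, and 17 were higher in MBZ eyes, and 5, 7, and 18 were called as DEGs. All MBZ arrays lay on 1 side of all BBC arrays for 7, 10, and 13 of them. Since the pathways at each exposure time share these genes, they are not independent of each other. In the paper's table the enrichment p is under 0.05 for all pathways at 12 and 24 h and for 15 at 36 h.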

ClueGO identified 9, 13, and 33 WikiPathways significantly enriched in the DEGs in zebrafish exposed to MBZ for 12, 24, and 36 h, respectively (Figure 3, Table S2-1, S2-2, and S2-3). Among the nine WikiPathways enriched in the DEGs in zebrafish exposed to MBZ for 12 h, eight WikiPathways were clustered into a group where “DNA damage response” was the most significant (Figure 3A). Similarly, among the 13 WikiPathways enriched in the DEGs in zebrafish exposed to MBZ for 24 h, eight WikiPathways were clustered into a group where “DNA damage response” was the most significant (Figure 3B). 

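In the paper's Table S2, *CASP8* and *MDM2* are among the genes of the pathway “DNA damage response” at each exposure time. The probes of both were called as DEGs at each exposure time. The paper's enrichment p for this pathway is 0.00246, 0.00284, and 0.0212 at 12, 24, and 36 h.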

Among the 33 WikiPathways enriched in the DEGs in zebrafish exposed to MBZ for 36 h, 13 WikiPathways, including “DNA damage response,” were clustered into a group (Figure 3C).

**Figure 3:**
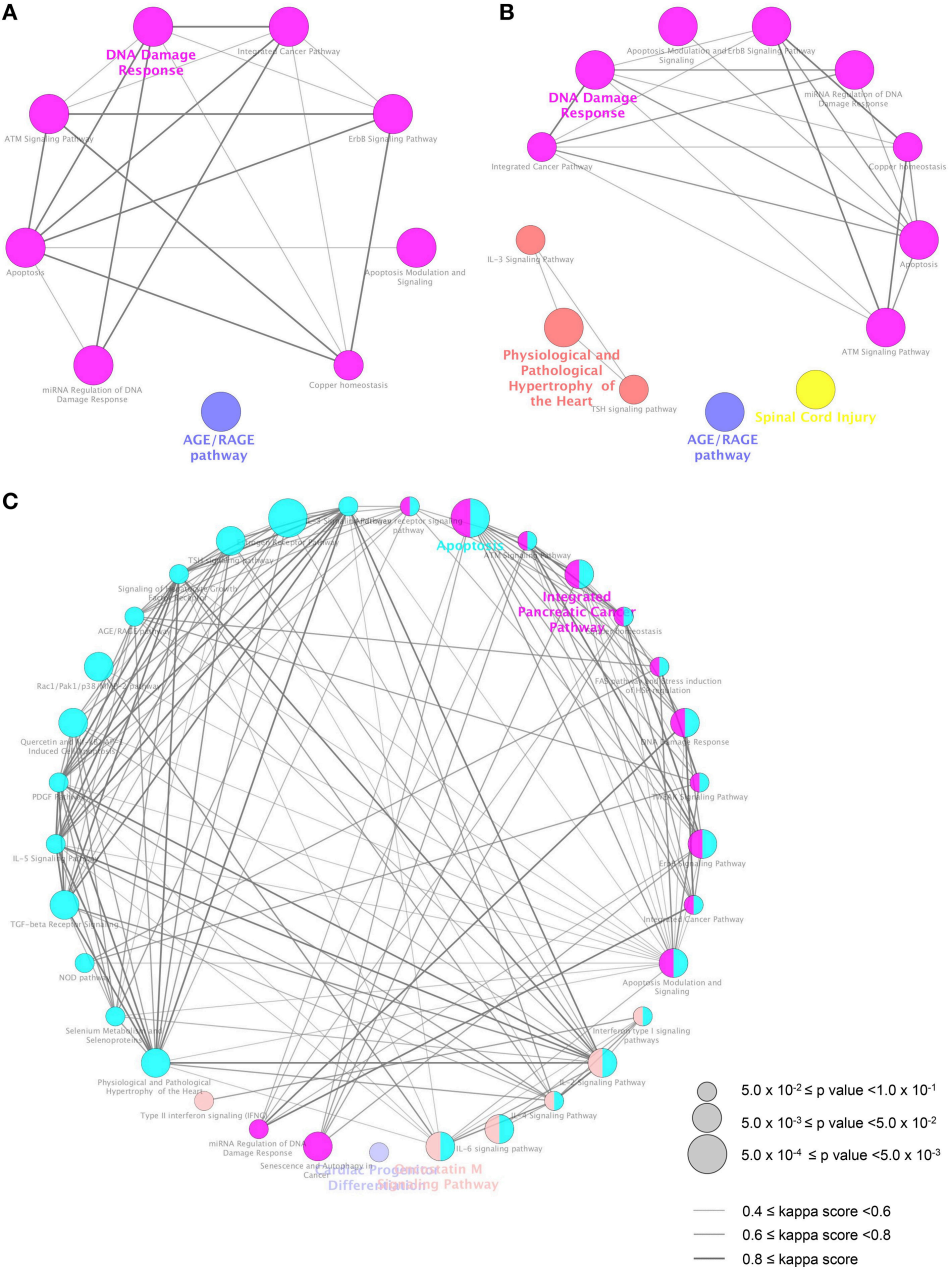
**Pathways significantly enriched in the DEGs in zebrafish exposed to MBZ**. Genes dysregulated in zebrafish exposed to 0.3 μM MBZ for 12, 24, and 36 h were independently subjected to ClueGO using WikiPathways as the database. The pathways significantly enriched in the DEGs at 12, 24, and 36 h exposure are shown in **A**, **B**, and **C**, respectively. Each circle represents one WikiPathway. The size of circle corresponds to the *p* value for the enrichment. Pairs of WikiPathways with a similar kappa score were connected by lines. WikiPathways clustered in a same group are shown in same color.

The eight WikiPathways enriched in the DEG in zebrafish exposed to MBZ for 12 h were also enriched in DEGs in zebrafish exposed to MBZ for 24 h and 36 h Tables S2-4. *CASP8, TP53*, and *MDM2* are involved in most of the eight WikiPathways. Expression of these genes was upregulated by MBZ at 12, 24, and 36 h exposure Table S1. It has been shown that DNA damage response activates ATM (Sherman et al., 2011) and that activated ATM induces the expression of *CASP8* (Geiger et al., 2012), *TP53* (Shao et al., 2009), and *MDM2* (Kim and Jackson, 2013). These results suggest that MBZ may cause developmental toxicity in the zebrafish retina by activating the DNA damage response.

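Table S2 lists 9 WikiPathways at all 3 exposure times. Among the genes listed for them at 12 h, *MDM2* is in 7, *CASP8* and *JUN* in 6 each, and *CCNG1*, *FOS*, and *MMP2* in 1 each. Of these genes, *JUN* and *MMP2* were higher in all MBZ arrays than in all BBC arrays at 12 h but were not called as DEGs. *MMP2*, which was chosen for mention after its values were seen, had a log2 fold change of 0.41 at 12 h and 0.56 at 24 h.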

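The values are log2 signals relative to the 75th percentile of the array, given as mean ± SD (n = 4). *mdm2* (probe A_15_P118884) was at 1.83 ± 0.10 in MBZ eyes and 1.04 ± 0.09 in BBC eyes at 12 h, 1.85 ± 0.21 and 0.85 ± 0.13 at 24 h, and 1.94 ± 0.14 and 1.07 ± 0.08 at 36 h. The adjusted p from limma was 0.000385, 3.02e-05, and 4.84e-05. Another probe of *mdm2* rose as well at each exposure time. *casp8* (probe A_15_P176121) was at -0.53 ± 0.07 and -1.27 ± 0.13 at 12 h, -0.30 ± 0.39 and -1.12 ± 0.16 at 24 h, and -0.51 ± 0.13 and -1.10 ± 0.27 at 36 h. Its limma adjusted p was 0.0501, 0.0170, and 0.0633. For both genes and each exposure time, all 4 MBZ arrays were above all 4 BBC arrays (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). The calls of *mdm2* held under all 13 alternatives and with each of the 24 arrays left out. *casp8* was not called at 24 and 36 h when only the 8 arrays of the exposure time were fitted (adjusted p = 0.575 and 0.325 by limma). At 36 h it was also not called by the rank product or without BBC replicate 2. At 12 h it was not called with 2 other background corrections that were added after seeing the data. In MBZ replicate 1 at 24 h, *casp8* was at 0.27, far above the other 3 MBZ arrays (-0.55 to -0.42), and without this array its log2 fold change was 0.62.

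**Figure D1:**
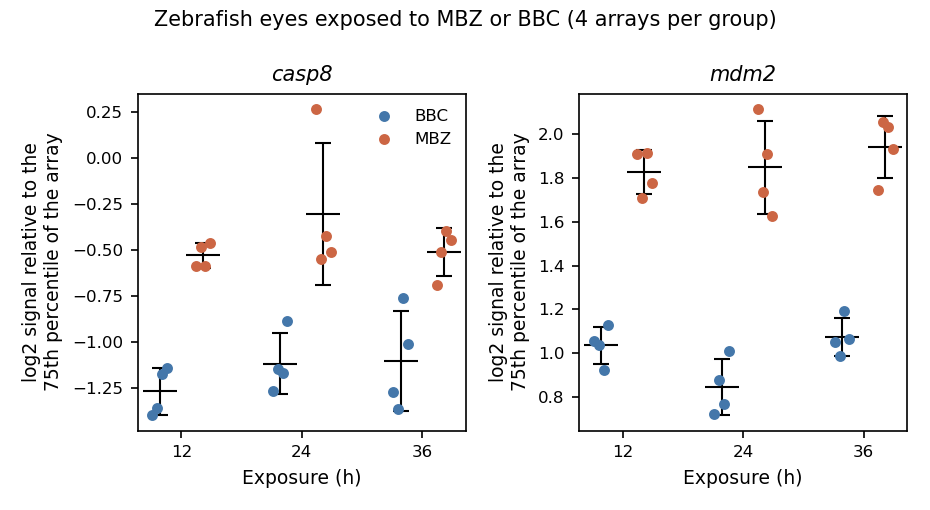
Log2 signal of *casp8* and *mdm2* relative to the 75th percentile of the array against the time of exposure (h), with BBC in blue, MBZ in orange, 4 arrays per condition as points, and the mean ± SD. At each exposure time the 4 MBZ arrays lie above the 4 BBC arrays for each gene.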

### Identification of ATM signaling as a key pathway in the developmental toxicity of MBZ

Functional networks significantly related to the DEGs in zebrafish exposed to MBZ were examined using JEPETTO (Winterhalter et al., 2014), to identify functional associations between genes and pathways using protein interaction networks such as BiocCarta (Nishimura, 2001). JEPETTO identified 12, 10, and 5 functional networks significantly related to the DEGs in zebrafish exposed to MBZ for 12, 24, and 36 h, respectively Table S3-1, S3-2, and S3-3. Figure 4 shows the hierarchical clustering of these functional networks based on the significance. We identified three networks, associated with “ATM signaling pathway,” “p53 signaling pathway,” and “tumor suppressor ARF inhibits ribosomal biogenesis,” in common at 12, 24, and 36 h exposure to MBZ Table S3-4. 

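In the paper's Table S2, *JUN* and *MDM2* are among the genes of the ATM signaling pathway at each exposure time. At 12 h, *MDM2* but not *JUN* was called as a DEG, and at 24 and 36 h both were called. The paper's enrichment p for the pathway is 0.0029, 0.00393, and 0.0692 at 12, 24, and 36 h. In the paper's Table S3, the q values of all functional networks range from 0.0118 to 0.0648 at 12 h, from 0.0164 to 0.100 at 24 h, and from 0.0872 to 0.652 at 36 h.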

The ATM signaling pathway was also identified by ClueGO (Figure 3 and Table S2-4), suggesting that the ATM signaling pathway may be a key pathway involved in the developmental toxicity of MBZ. Figure S2 shows the protein interaction networks of the ATM signaling pathway significantly related to the DEGs in zebrafish exposed to MBZ for 12, 24, and 36 h. Among the networks, the expression of *TP53, MDM2, JUN, FOS*, and *CCNG1* was upregulated by exposure to MBZ for 12, 24, and 36 h (Figure S2). These results suggest that MBZ may upregulate the expression of these genes by activating the ATM signaling pathway.

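*jun* (probe A_15_P101236), the only probe with this name, was at 3.47 ± 0.10 (SD, n = 4) in MBZ eyes and 3.03 ± 0.14 in BBC eyes at 12 h, in log2 signal relative to the 75th percentile of the array. It was at 4.43 ± 0.12 and 3.67 ± 0.07 at 24 h, and at 4.31 ± 0.21 and 3.34 ± 0.25 at 36 h. At 12 h all 4 MBZ arrays were above all 4 BBC arrays, but the limma adjusted p was 0.261, so that *jun* was not called. It was called at 24 and 36 h (limma adjusted p = 0.00164 and 8.01e-05). At 12 h it was called with the replicate number as a block (adjusted p = 0.192 by limma), and its adjusted p ranged from 0.0896 to 0.847 over 13 alternatives. It was also called at 12 h with any of 5 single arrays left out, of which only BBC replicate 4 belongs to that exposure time. Its effect at 36 h was larger than at 12 h by 0.52 on the log2 scale, but this difference did not pass (limma adjusted p = 0.346). *fosab* (probe A_15_P141001) was at 0.56 ± 0.07 and -0.88 ± 0.05 at 12 h, 0.85 ± 0.25 and -0.24 ± 0.17 at 24 h, and 0.89 ± 0.28 and -0.29 ± 0.22 at 36 h. Its limma adjusted p was 9.73e-06, 0.000205, and 5.50e-05. *ccng1* (probe A_15_P193336) was at 6.08 ± 0.10 and 5.40 ± 0.08 at 12 h, 6.66 ± 0.16 and 5.59 ± 0.10 at 24 h, and 6.13 ± 0.13 and 5.36 ± 0.15 at 36 h. Its limma adjusted p was 0.00111, 7.02e-06, and 8.43e-05. The 4 other probes of *fosab* and the 2 other probes of *ccng1* rose at each exposure time.

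**Figure D2:**
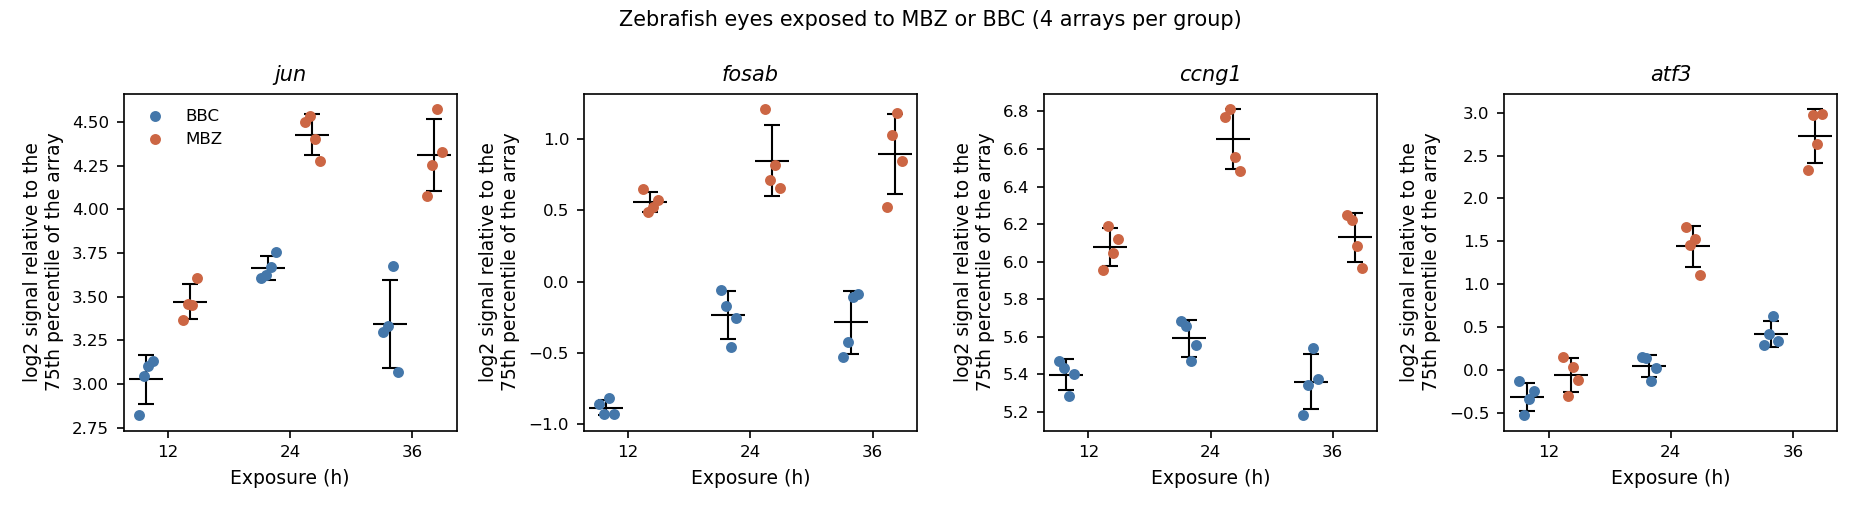
Log2 signal of *jun*, *fosab*, *ccng1*, and *atf3* relative to the 75th percentile of the array against the time of exposure (h), with BBC in blue, MBZ in orange, 4 arrays per condition as points, and the mean ± SD. Apart from *atf3* at 12 h, the 4 MBZ arrays lie above the 4 BBC arrays for each gene and exposure time.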

**Figure 4:**
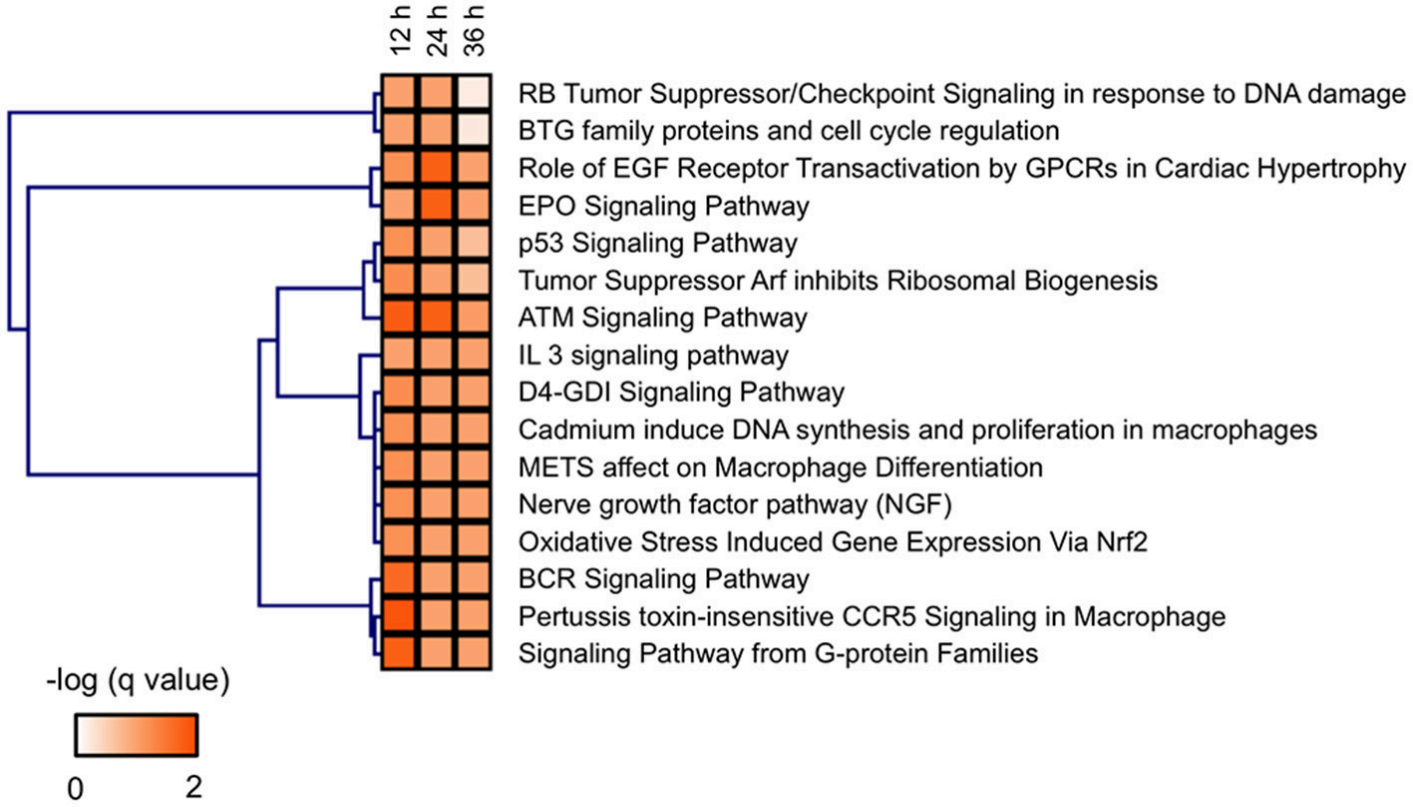
**BioCarta pathways significantly related to the genes dysregulated in zebrafish exposed to MBZ**. Genes dysregulated in zebrafish exposed to 0.3 μM MBZ for 12, 24, and 36 h were independently subjected to JEPETTO using BioCarta as the database. The BioCarta pathways significantly related to the dysregulated genes at each time points were subjected to hierarchical clustering using the q-value for significance.

### Identification of ATF2 as a TF potentially involved in the developmental toxicity of MBZ

TFs potentially regulating the DEGs in zebrafish exposed to MBZ were examined using iRegulon; this program has been used successfully to identify TFs in given gene lists using ENCODE Chip-Seq data (Gerstein et al., 2012; Janky et al., 2014; Nishimura et al., 2015b). iRegulon identified 6, 9, and 6 TFs potentially regulating the genes dysregulated in zebrafish exposed to MBZ for 12, 24, and 36 h, respectively Table S4. Figure 5 shows the hierarchical clustering of these TFs based on the significance. ATF2 is identified in common as the TF potentially regulating these genes. Figure S3 shows the networks between ATF2 and potential target genes at 12, 24, and 36 h exposure to MBZ. Several genes are overlapped among the three networks, including *JUN, FOS*, and *ATF3*. These results are consistent with previous studies demonstrating that *JUN, FOS*, and *ATF3* are transcriptionally activated by ATF2 (Liang et al., 1996; Kristiansen et al., 2010; Lindaman et al., 2013). It has also been demonstrated that ATF2 is activated by ATM through phosphorylation in the DNA damage response (Bhoumik et al., 2005). These results suggest that MBZ may cause developmental toxicity in the zebrafish retina through the activation of ATM-ATF2 signaling during the DNA damage response.

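In the paper's Table S4, ATF2 has 3, 7, and 10 target genes at 12, 24, and 36 h. *JUN* is the only target in all 3 lists, and *FOS*, *ATF3*, and *HIST1H3A* are in 2 of them. Of the targets listed at 12 h, *FOS* alone was called as a DEG. *HIST1H3A*, mentioned after its values were seen, was not called at 12 or 24 h. *atf3* (probe A_15_P107601) was at -0.06 ± 0.20 (SD, n = 4) in MBZ eyes and -0.31 ± 0.17 in BBC eyes at 12 h and was not called (limma adjusted p = 1.00), and the arrays of the 2 groups overlapped (two-sided exact permutation test, p = 0.114). It was at 1.44 ± 0.24 and 0.05 ± 0.13 at 24 h (limma adjusted p = 3.99e-05). At 36 h it was at 2.73 ± 0.31 and 0.42 ± 0.15, and its log2 fold change of 2.31 was also large in every fit with an array left out (2.23 to 2.45). The effect on *atf3* was larger at 36 h than at 12 h by 2.06 on the log2 scale (SE 0.21, limma adjusted p = 2.98e-05). The differences of 1.14 between 24 and 12 h and of 0.92 between 36 and 24 h did not pass (limma adjusted p = 0.297 and 0.254). Each exposure time was scanned on a day of its own with both compounds, so that a shift shared by the compounds cancels in these differences, while a scan day that acts on 1 compound alone cannot be told apart from the exposure time.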

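Transcripts of *atm* and *atf2* are not analysed here, since 0 probes of the array could be given either name. The arrays measure transcripts and not the phosphorylation of ATM or ATF2. The paper found ATF2 among the predicted regulators at all 3 exposure times, with *JUN*, *FOS*, and *ATF3* shared among its target networks. From this, and from earlier reports that ATF2 induces these genes and is activated by ATM, the paper proposes that MBZ may act on the retina through ATM-ATF2 signaling.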

**Figure 5:**
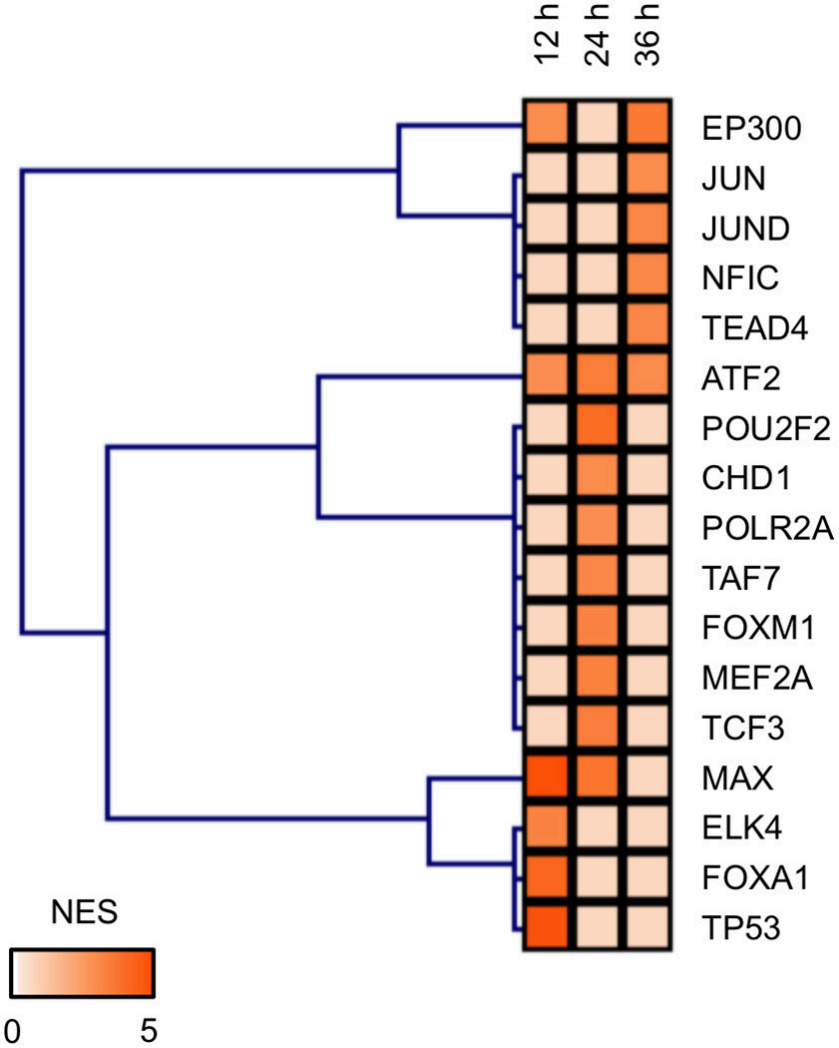
**TFs potentially regulating the differentially expressed genes in zebrafish exposed to MBZ**. Genes dysregulated in zebrafish exposed to 0.3 μM MBZ for 12, 24, and 36 h were independently subjected to iRegulon. The TFs potentially regulating the dysregulated genes at each time point were subjected to hierarchical clustering using the normalized enrichment score (NES) for significance.

### Inhibition of ATM attenuated the apoptosis induced by MBZ in the zebrafish retina

To examine the involvement of ATM in the developmental toxicity of MBZ in the zebrafish retina, apoptosis in the retina after exposure to MBZ with and without KU-55933, a pharmacological inhibitor of ATM (Hickson et al., 2004), was examined. As shown in Figure 6, apoptosis in the retina of zebrafish exposed to 0.5 μM MBZ from 2 to 3 dpf was significantly increased, compared with that of control zebrafish. In contrast, apoptosis in the retina of zebrafish exposed to 0.5 μM MBZ and 2 μM KU-55933 from 2 to 3 dpf was not significantly different from that of control zebrafish. These results suggest that MBZ can cause developmental toxicity in the zebrafish retina, at least partly through activation of ATM.

**Figure 6:**
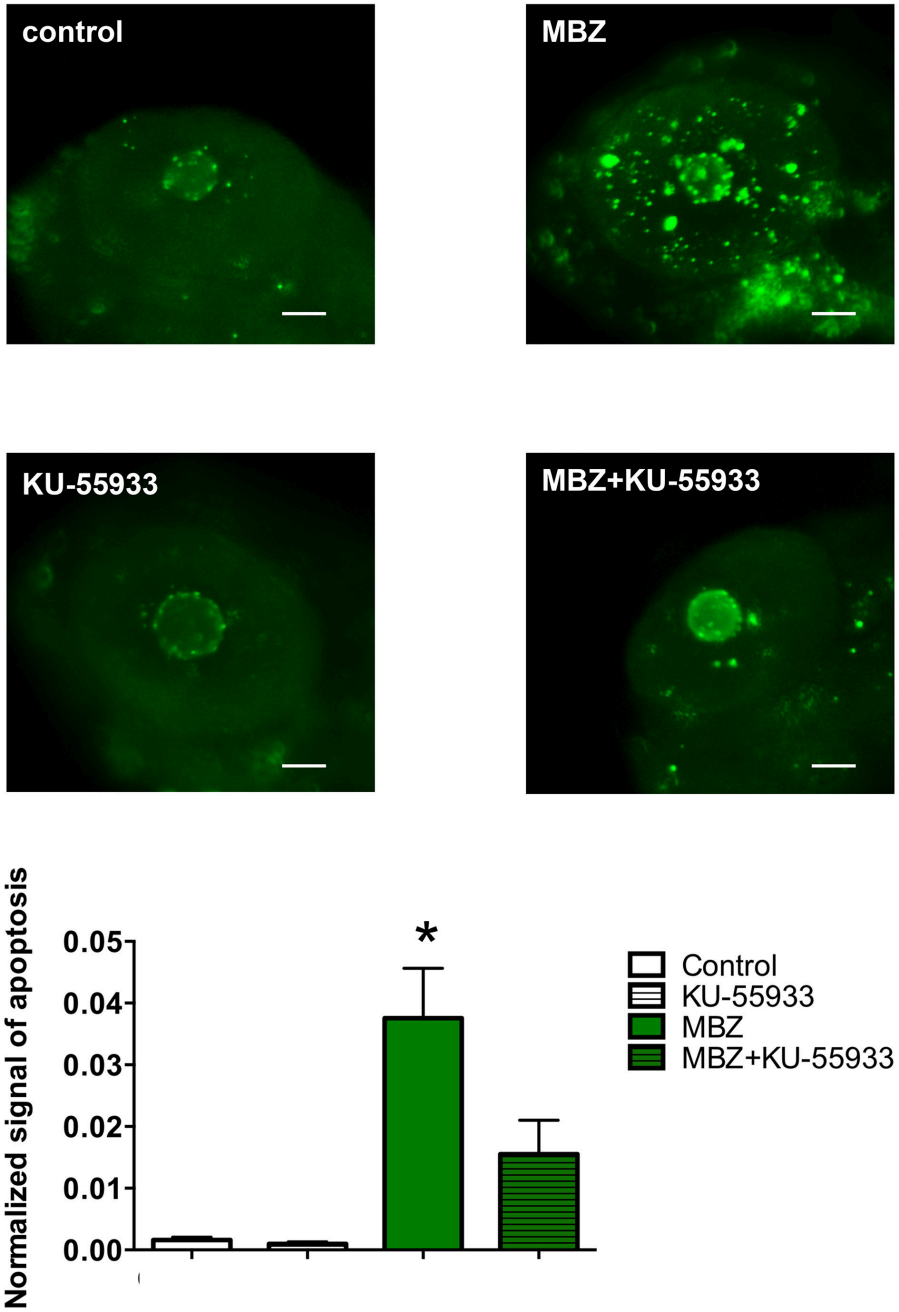
**Inhibition of ATM attenuated apoptosis induced by MBZ in the zebrafish retina**. Zebrafish were exposed to 0.5 μM MBZ or 0.1% DMSO with or without 2 μM KU-55933 from 2 to 3 dpf. After exposure, zebrafish were subjected to TUNEL staining. The areas of apoptotic signal in the retina were measured and normalized by the area of retina. *n* = 8 per each group except for 0.1% DMSO and 2 μM KU-5593 (*n* = 5). ^*^p < 0.05 compared with control. Scale bar: 50 μm.

## Discussion

### MBZ increases DNA damage response in the developing zebrafish retina

This study demonstrated that the DNA damage response is activated in the retina of zebrafish exposed to MBZ during 2 to 3 dpf. Because the formation of retinal layers in zebrafish occurs during 2 to 3 dpf (Watanabe et al., 2010), the DNA damage response activated by MBZ in zebrafish may affect the differentiation and maturation of retinal cells, including ganglion cells in the GCL, bipolar cells in the INL, and photoreceptor cells in the ONL, that form synapses in the IPL and OPL.

MBZ, ABZ, and NCZ bind to the colchicine-binding domain of tubulin, resulting in the inhibition of tubulin polymerization (Morgan et al., 1993; Xu et al., 2002). Microtubule-targeting agents such as vincristine and paclitaxel can augment the DNA damage response, induced by DNA damaging agents, by disrupting intracellular trafficking of DNA repair proteins (Poruchynsky et al., 2015). The DNA damage response causes not only transient cell cycle arrest coupled with DNA repair but also apoptosis and cell differentiation, especially in neuronal cells (Barzilai et al., 2008; O'driscoll and Jeggo, 2008; Sherman et al., 2011). It has been demonstrated that oxidative DNA damage increases during postnatal development in the mouse retina, causing apoptosis in the INL, which peaked at postnatal day 7 (Martin-Oliva et al., 2015). It has also been shown that apoptosis in the developing zebrafish retina peaks at 3 dpf in the GCL and INL, where retinal ganglion cells and amacrine cells are differentiating during the developmental stage (Biehlmaier et al., 2001). These findings suggest that the DNA damage response may be naturally activated at around 3 dpf in the GCL and INL of the zebrafish retina. In addition, exposure to benzimidazole compounds such as MBZ during this period may overactivate the DNA damage response, resulting in the excessive apoptosis of retinal cells and malformation of the IPL and OPL, where the synapses between retinal ganglion cells and bipolar cells and between bipolar cells and photoreceptor cells are formed. These findings are consistent with previous reports showing the stage-dependent developmental toxicity of benzimidazole compounds in zebrafish (Mattsson et al., 2012; Boix et al., 2015). It is also noteworthy that benzimidazole compounds possess DNA-damaging properties (Locatelli et al., 2004; Giunta et al., 2010; Patel et al., 2011). Altogether, the findings suggest that benzimidazole compounds, such as MBZ, ABZ, and NCZ may overactivate the DNA damage response in zebrafish by disrupting intracellular trafficking of DNA repair proteins and/or causing direct DNA damage during development of the vertebrate retina.

### MBZ activates ATM in the developing zebrafish retina

This study demonstrated that the ATM-ATF2 pathway may be activated in the retina of zebrafish exposed to MBZ, and that the inhibition of ATM significantly attenuated apoptosis in the retina.

ATM is a member of the phosphatidylinositol 3-kinase family that phosphorylates key substrates involved in the DNA damage response (Barzilai et al., 2008; O'driscoll and Jeggo, 2008), and ATF2 is one of the main downstream targets of ATM in the DNA damage response (Lau and Ronai, 2012). Mutation of ATM causes ataxia telangiectasia, a congenital disorder of malformation in various tissues. It has been shown that ATM regulates apoptosis in the developing mouse retina (Rodrigues et al., 2013) and that impairment of the ATM pathway of DNA damage response signaling causes malformation in the eyes of humans with ZNF423 mutation (Chaki et al., 2012). Mutation of *Atf2* also causes malformation in the murine nervous system (Ackermann et al., 2011). These results suggest that the ATM-ATF2 pathway in the vertebrate retina is tightly regulated in a developmentally stage-specific manner, and that perturbation of the ATM-ATF2 pathway may cause developmental toxicity in the vertebrate eye. It has also been demonstrated that NCZ can activate ATM in HeLa cells (Yang et al., 2011). These results suggest that benzimidazole anthelmintics may cause developmental toxicity in the vertebrate retina through overactivation of the ATM-ATF2 pathway.

### Tissue selectivity in developmental toxicity related to the DNA damage response

The DNA damage response is physiologically required for differentiation of cells, especially in neuronal tissues (Sherman et al., 2011). Therefore, the timing and intensity of the DNA damage response during development may be tightly regulated in each tissue, depending on the development stage (Barzilai et al., 2008). Exposure to benzimidazole anthelminthics during a developmental stage which involves active DNA damage response may overactivate the response and disturb cell differentiation, resulting in tissue malformation. It has been shown that hydroxyurea, a clinical drug widely used to treat myeloproliferative diseases and sickle cell anemia, causes developmental toxicity in hindlimb, tail, and neural tube defects in mice, and that the tissue selectivity hydroxyurea's toxicity may be related to the intensity of the DNA damage response (Banh and Hales, 2013). It has also been shown that a deficiency in nibrin, a key factor for repair of DNA damage, leads to ATM-dependent apoptotic cell death in the developing retina but not other tissues in mice (Rodrigues et al., 2013), suggesting that the retina may be highly sensitive to DNA damage. Furthermore, it has been demonstrated that MBZ activates the MEK/ERK pathway (Mizuno et al., 2011) and that ERK facilitates activation of ATM during the DNA damage response (Wei et al., 2011). Consistent with these findings, inhibition of MEK/ERK signaling by U0126 significantly attenuated apoptosis in the retina of zebrafish exposed to MBZ (data not shown). Altogether, these findings suggest that chemicals that can activate both the DNA damage response and MEK/ERK pathway may cause developmental toxicity in the mammalian retina.

In summary, by using a systematic toxicology approach, this study demonstrated that overactivation of the DNA damage response, including the ATM signaling pathway, is involved in the developmental toxicity of MBZ to the zebrafish retina. More studies are required to examine whether overactivation of the DNA damage response is also involved in the developmental toxicity of benzimidazole anthelmintics in the mammalian retina, and other tissues sensitive to DNA damage.

## Author contributions

YN conceived the study, performed bioinformatics analyses, and wrote the manuscript. SS performed the experiments to validate the effects of ATM and the MEK/ERK pathway and analyzed the data. TK performed *in vivo* imaging of zebrafish retina and the transcriptome analysis. YY, SM, YA, MY, SO, KK, and RK performed experiments. TT conceived the study and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

MBZ: mebendazole
ABZ: albendazole
NCZ: nocodazole
dpf: days post-fertilization
hpf: hours post-fertilization
DEGs: differentially expressed genes
FDR: false discovery rate
TFs: transcription factors
IPL: inner plexiform layer
OPL: outer plexiform layer
GCL: ganglion cell layer
INL: inner nuclear layer
ONL: outer nuclear layer
DEGs: differentially expressed genes.

## References

[B1] AckermannJ.AshtonG.LyonsS.JamesD.HornungJ. P.JonesN.. (2011). Loss of ATF2 function leads to cranial motoneuron degeneration during embryonic mouse development. PLoS ONE 6:e19090. 10.1371/journal.pone.001909021533046PMC3080913

[B2] Bal-PriceA. K.CoeckeS.CostaL.CroftonK. M.FritscheE.GoldbergA.. (2012). Advancing the science of developmental neurotoxicity (DNT): testing for better safety evaluation. ALTEX 29, 202–215. 10.14573/altex.2012.2.20222892558

[B3] BanhS.HalesB. F. (2013). Hydroxyurea exposure triggers tissue-specific activation of p38 mitogen-activated protein kinase signaling and the DNA damage response in organogenesis-stage mouse embryos. Toxicol. Sci. 133, 298–308. 10.1093/toxsci/kft06923492809PMC3663560

[B4] BarzilaiA.BitonS.ShilohY. (2008). The role of the DNA damage response in neuronal development, organization and maintenance. DNA Repair (Amst). 7, 1010–1027. 10.1016/j.dnarep.2008.03.00518458000

[B5] BehlM.HsiehJ. H.ShaferT. J.MundyW. R.RiceJ. R.BoydW. A. (2015). Use of alternative assays to identify and prioritize organophosphorus flame retardants for potential developmental and neurotoxicity. Neurotoxicol. Teratol. 52(PtB), 181–193. 10.1016/j.ntt.2015.09.00326386178

[B6] BhoumikA.TakahashiS.BreitweiserW.ShilohY.JonesN.RonaiZ. (2005). ATM-dependent phosphorylation of ATF2 is required for the DNA damage response. Mol. Cell 18, 577–587. 10.1016/j.molcel.2005.04.01515916964PMC2954254

[B7] BiehlmaierO.NeuhaussS. C.KohlerK. (2001). Onset and time course of apoptosis in the developing zebrafish retina. Cell Tissue Res. 306, 199–207. 10.1007/s00441010044711702231

[B8] BindeaG.GalonJ.MlecnikB. (2013). CluePedia Cytoscape plugin: pathway insights using integrated experimental and *in silico* data. Bioinformatics 29, 661–663. 10.1093/bioinformatics/btt01923325622PMC3582273

[B9] BindeaG.MlecnikB.HacklH.CharoentongP.TosoliniM.KirilovskyA.. (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics 25, 1091–1093. 10.1093/bioinformatics/btp10119237447PMC2666812

[B10] BoixN.TeixidoE.Vila-CejudoM.OrtizP.IbanezE.LlobetJ. M.. (2015). Triclabendazole sulfoxide causes stage-dependent embryolethality in zebrafish and mouse *in vitro*. PLoS ONE 10:e0121308. 10.1371/journal.pone.012130825793498PMC4368200

[B11] BreitlingR.ArmengaudP.AmtmannA.HerzykP. (2004). Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Lett. 573, 83–92. 10.1016/j.febslet.2004.07.05515327980

[B12] CarlssonG.PatringJ.KreugerJ.NorrgrenL.OskarssonA. (2013). Toxicity of 15 veterinary pharmaceuticals in zebrafish (Danio rerio) embryos. Aquat. Toxicol. 126, 30–41. 10.1016/j.aquatox.2012.10.00823142600

[B13] CarlssonG.PatringJ.UllerasE.OskarssonA. (2011). Developmental toxicity of albendazole and its three main metabolites in zebrafish embryos. Reprod. Toxicol. 32, 129–137. 10.1016/j.reprotox.2011.05.01521683134

[B14] ChakiM.AirikR.GhoshA. K.GilesR. H.ChenR.SlaatsG. G.. (2012). Exome capture reveals ZNF423 and CEP164 mutations, linking renal ciliopathies to DNA damage response signaling. Cell 150, 533–548. 10.1016/j.cell.2012.06.02822863007PMC3433835

[B15] DayanA. D. (2003). Albendazole, mebendazole and praziquantel. Review of non-clinical toxicity and pharmacokinetics. Acta Trop. 86, 141–159. 10.1016/S0001-706X(03)00031-712745134

[B16] DennisG.Jr.ShermanB. T.HosackD. A.YangJ.GaoW.LaneH. C.. (2003). DAVID: database for annotation, visualization, and integrated discovery. Genome Biol. 4:P3. 10.1186/gb-2003-4-5-p312734009PMC193660

[B17] GeigerK.HagenbuchnerJ.RuppM.FieglH.SergiC.MeisterB.. (2012). FOXO3/FKHRL1 is activated by 5-aza-2-deoxycytidine and induces silenced caspase-8 in neuroblastoma. Mol. Biol. Cell 23, 2226–2234. 10.1091/mbc.E11-06-053522493319PMC3364184

[B18] GentlemanR. C.CareyV. J.BatesD. M.BolstadB.DettlingM.DudoitS.. (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol. 5:R80. 10.1186/gb-2004-5-10-r8015461798PMC545600

[B19] GersteinM. B.KundajeA.HariharanM.LandtS. G.YanK. K.ChengC.. (2012). Architecture of the human regulatory network derived from ENCODE data. Nature 489, 91–100. 10.1038/nature1124522955619PMC4154057

[B20] GiuntaS.BelotserkovskayaR.JacksonS. P. (2010). DNA damage signaling in response to double-strand breaks during mitosis. J. Cell Biol. 190, 197–207. 10.1083/jcb.20091115620660628PMC2930281

[B21] HicksonI.ZhaoY.RichardsonC. J.GreenS. J.MartinN. M.OrrA. I.. (2004). Identification and characterization of a novel and specific inhibitor of the ataxia-telangiectasia mutated kinase ATM. Cancer Res. 64, 9152–9159. 10.1158/0008-5472.CAN-04-272715604286

[B22] HoweE. A.SinhaR.SchlauchD.QuackenbushJ. (2011). RNA-Seq analysis in MeV. Bioinformatics 27, 3209–3210. 10.1093/bioinformatics/btr49021976420PMC3208390

[B23] JankyR.VerfaillieA.ImrichovaH.Van De SandeB.StandaertL.ChristiaensV.. (2014). iRegulon: from a gene list to a gene regulatory network using large motif and track collections. PLoS Comput. Biol. 10:e1003731. 10.1371/journal.pcbi.100373125058159PMC4109854

[B24] KelderT.Van IerselM. P.HanspersK.KutmonM.ConklinB. R.EveloC. T.. (2012). WikiPathways: building research communities on biological pathways. Nucleic Acids Res. 40, D1301–D1307. 10.1093/nar/gkr107422096230PMC3245032

[B25] KelshR. N.BrandM.JiangY. J.HeisenbergC. P.LinS.HaffterP.. (1996). Zebrafish pigmentation mutations and the processes of neural crest development. Development 123, 369–389. 900725610.1242/dev.123.1.369

[B26] KimJ. K.JacksonT. L. (2013). Mechanisms that enhance sustainability of p53 pulses. PLoS ONE 8:e65242. 10.1371/journal.pone.006524223755198PMC3670918

[B27] KitambiS. S.MccullochK. J.PetersonR. T.MalickiJ. J. (2009). Small molecule screen for compounds that affect vascular development in the zebrafish retina. Mech. Dev. 126, 464–477. 10.1016/j.mod.2009.01.00219445054PMC2775549

[B28] KristiansenM.HughesR.PatelP.JacquesT. S.ClarkA. R.HamJ. (2010). Mkp1 is a c-Jun target gene that antagonizes JNK-dependent apoptosis in sympathetic neurons. J. Neurosci. 30, 10820–10832. 10.1523/JNEUROSCI.2824-10.201020702711PMC3044878

[B29] LauE.RonaiZ. A. (2012). ATF2 - at the crossroad of nuclear and cytosolic functions. J. Cell Sci. 125, 2815–2824. 10.1242/jcs.09500022685333PMC3434827

[B30] LawR.BozzoP.KorenG.EinarsonA. (2010). FDA pregnancy risk categories and the CPS: do they help or are they a hindrance? Can. Fam. Physician 56, 239–241. 20228306PMC2837687

[B31] LiangG.WolfgangC. D.ChenB. P.ChenT. H.HaiT. (1996). ATF3 gene. Genomic organization, promoter, and regulation. J. Biol. Chem. 271, 1695–1701. 10.1074/jbc.271.3.16958576171

[B32] LindamanL. L.YehD. M.XieC.BreenK. M.CossD. (2013). Phosphorylation of ATF2 and interaction with NFY induces c-Jun in the gonadotrope. Mol. Cell. Endocrinol. 365, 316–326. 10.1016/j.mce.2012.11.01223178797PMC3529762

[B33] LiuJ.LessmanC. A. (2007). Soluble tubulin complexes, gamma-tubulin, and their changing distribution in the zebrafish (Danio rerio) ovary, oocyte and embryo. Comp. Biochem. Physiol. B. Biochem. Mol. Biol. 147, 56–73. 10.1016/j.cbpb.2006.12.01417293149

[B34] LocatelliC.PedrosaR. C.De BemA. F.Creczynski-PasaT. B.CordovaC. A.Wilhelm-FilhoD. (2004). A comparative study of albendazole and mebendazole-induced, time-dependent oxidative stress. Redox Rep. 9, 89–95. 10.1179/13510000422500475115231063

[B35] Lopez-RomeroP. (2013). Agi4x44PreProcess: PreProcessing of Agilent 4x44 Array Data. R Package Version 1.20.20. Madrid.

[B36] MaglottD.OstellJ.PruittK. D.TatusovaT. (2011). Entrez Gene: gene-centered information at NCBI. Nucleic Acids Res. 39, D52–D57. 10.1093/nar/gkq123721115458PMC3013746

[B37] Martin-OlivaD.Martin-GuerreroS. M.Matia-GonzalezA. M.Ferrer-MartinR. M.Martin-EstebaneM.CarrascoM. C.. (2015). DNA damage, poly(ADP-Ribose) polymerase activation, and phosphorylated histone H2AX expression during postnatal retina development in C57BL/6 mouse. Invest. Ophthalmol. Vis. Sci. 56, 1301–1309. 10.1167/iovs.14-1582825650421

[B38] MattssonA.UllerasE.PatringJ.OskarssonA. (2012). Albendazole causes stage-dependent developmental toxicity and is deactivated by a mammalian metabolization system in a modified zebrafish embryotoxicity test. Reprod. Toxicol. 34, 31–42. 10.1016/j.reprotox.2012.02.00722414603

[B39] MizunoK.ToyodaY.FukamiT.NakajimaM.YokoiT. (2011). Stimulation of pro-inflammatory responses by mebendazole in human monocytic THP-1 cells through an ERK signaling pathway. Arch. Toxicol. 85, 199–207. 10.1007/s00204-010-0584-y20848085

[B40] MorganU. M.ReynoldsonJ. A.ThompsonR. C. (1993). Activities of several benzimidazoles and tubulin inhibitors against Giardia spp. in vitro. Antimicrob. Agents Chemother. 37, 328–331. 10.1128/AAC.37.2.3288452365PMC187662

[B41] MpairweH.TweyongyereR.ElliottA. (2014). Pregnancy and helminth infections. Parasite Immunol. 36, 328–337. 10.1111/pim.1210124471654PMC4260141

[B42] NishimuraD. (2001). BioCarta. Biotech. Software Internet Rep. 2, 117–120. 10.1089/152791601750294344

[B43] NishimuraY.InoueA.SasagawaS.KoiwaJ.KawaguchiK.KawaseR.. (2016). Using zebrafish in systems toxicology for developmental toxicity testing. Congenit. Anom. (Kyoto). 56, 18–27. 10.1111/cga.1214226537640

[B44] NishimuraY.MurakamiS.AshikawaY.SasagawaS.UmemotoN.ShimadaY.. (2015a). Zebrafish as a systems toxicology model for developmental neurotoxicity testing. Congenit. Anom. (Kyoto). 55, 1–16. 10.1111/cga.1207925109898

[B45] NishimuraY.SasagawaS.AriyoshiM.IchikawaS.ShimadaY.KawaguchiK.. (2015b). Systems pharmacology of adiposity reveals inhibition of EP300 as a common therapeutic mechanism of caloric restriction and resveratrol for obesity. Front. Pharmacol. 6:199. 10.3389/fphar.2015.0019926441656PMC4569862

[B46] NishimuraY.YataK.NomotoT.OgiwaraT.WatanabeK.ShintouT.. (2013). Identification of a novel indoline derivative for *in vivo* fluorescent imaging of blood-brain barrier disruption in animal models. ACS Chem. Neurosci. 4, 1183–1193. 10.1021/cn400010t23668665PMC3750685

[B47] O'driscollM.JeggoP. A. (2008). The role of the DNA damage response pathways in brain development and microcephaly: insight from human disorders. DNA Repair (Amst). 7, 1039–1050. 10.1016/j.dnarep.2008.03.01818458003

[B48] PatelK.DoudicanN. A.SchiffP. B.OrlowS. J. (2011). Albendazole sensitizes cancer cells to ionizing radiation. Radiat. Oncol. 6:160. 10.1186/1748-717X-6-16022094106PMC3231941

[B49] PoruchynskyM. S.Komlodi-PasztorE.TrostelS.WilkersonJ.RegairazM.PommierY.. (2015). Microtubule-targeting agents augment the toxicity of DNA-damaging agents by disrupting intracellular trafficking of DNA repair proteins. Proc. Natl. Acad. Sci. U.S.A. 112, 1571–1576. 10.1073/pnas.141641811225605897PMC4321245

[B50] RodriguesP. M.GrigaraviciusP.RemusM.CavalheiroG. R.GomesA. L.Rocha-MartinsM.. (2013). Nbn and atm cooperate in a tissue and developmental stage-specific manner to prevent double strand breaks and apoptosis in developing brain and eye. PLoS ONE 8:e69209. 10.1371/journal.pone.006920923935957PMC3728324

[B51] SalamR. A.HaiderB. A.HumayunQ.BhuttaZ. A. (2015). Effect of administration of antihelminthics for soil-transmitted helminths during pregnancy. Cochrane Database Syst. Rev. 6:CD005547. 10.1002/14651858.CD005547.pub326087057

[B52] SasagawaS.NishimuraY.KoiwaJ.NomotoT.ShintoT.MurakamiS.. (2016). *In vivo* detection of mitochondrial dysfunction induced by clinical drugs and disease-associated genes using a novel dye ZMJ214 in zebrafish. ACS Chem. Biol. 11, 381–388. 10.1021/acschembio.5b0075126630578

[B53] ShannonP.MarkielA.OzierO.BaligaN. S.WangJ. T.RamageD.. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 13, 2498–2504. 10.1101/gr.123930314597658PMC403769

[B54] ShaoL.FujiiH.ColmegnaI.OishiH.GoronzyJ. J.WeyandC. M. (2009). Deficiency of the DNA repair enzyme ATM in rheumatoid arthritis. J. Exp. Med. 206, 1435–1449. 10.1084/jem.2008225119451263PMC2715066

[B55] ShermanM. H.BassingC. H.TeitellM. A. (2011). Regulation of cell differentiation by the DNA damage response. Trends Cell Biol. 21, 312–319. 10.1016/j.tcb.2011.01.00421354798PMC3089693

[B56] SipesN. S.PadillaS.KnudsenT. B. (2011). Zebrafish: as an integrative model for twenty-first century toxicity testing. Birth Defects Res. C Embryo Today 93, 256–267. 10.1002/bdrc.2021421932434

[B57] SturlaS. J.BoobisA. R.FitzgeraldR. E.HoengJ.KavlockR. J.SchirmerK.. (2014). Systems toxicology: from basic research to risk assessment. Chem. Res. Toxicol. 27, 314–329. 10.1021/tx400410s24446777PMC3964730

[B58] VargaZ. M. (2011). Aquaculture and husbandry at the zebrafish international resource center. Methods Cell Biol. 104, 453–478. 10.1016/B978-0-12-374814-0.00024-021924177

[B59] WatanabeK.NishimuraY.NomotoT.UmemotoN.ZhangZ.ZhangB.. (2012). *In vivo* assessment of the permeability of the blood-brain barrier and blood-retinal barrier to fluorescent indoline derivatives in zebrafish. BMC Neurosci. 13:101. 10.1186/1471-2202-13-10122894547PMC3807752

[B60] WatanabeK.NishimuraY.OkaT.NomotoT.KonT.ShintouT.. (2010). *In vivo* imaging of zebrafish retinal cells using fluorescent coumarin derivatives. BMC Neurosci. 11:116. 10.1186/1471-2202-11-11620843315PMC2945357

[B61] WeiF.YanJ.TangD. (2011). Extracellular signal-regulated kinases modulate DNA damage response - a contributing factor to using MEK inhibitors in cancer therapy. Curr. Med. Chem. 18, 5476–5482. 10.2174/09298671179819438822087839PMC3330700

[B62] WesterfieldM. (2007). A Guide for the Laboratory Use of Zebrafish (Danio rerio). Eugene: University of Oregon Press.

[B63] WhittakerS. G.FaustmanE. M. (1992). Effects of benzimidazole analogs on cultures of differentiating rodent embryonic cells. Toxicol. Appl. Pharmacol. 113, 144–151. 10.1016/0041-008X(92)90019-O1553749

[B64] WinterhalterC.WideraP.KrasnogorN. (2014). JEPETTO: a Cytoscape plugin for gene set enrichment and topological analysis based on interaction networks. Bioinformatics 30, 1029–1030. 10.1093/bioinformatics/btt73224363376PMC3967109

[B65] XuK.SchwarzP.LudueñaR. (2002). Interaction of Nocodazole With Tubulin Isotypes. Drug Dev. Res. 55, 91–96. 10.1002/ddr.10023

[B66] YangC.TangX.GuoX.NiikuraY.KitagawaK.CuiK.. (2011). Aurora-B mediated ATM serine 1403 phosphorylation is required for mitotic ATM activation and the spindle checkpoint. Mol. Cell 44, 597–608. 10.1016/j.molcel.2011.09.01622099307PMC3228519

How the deposited data were processed for this re-analysis (not part of the article)

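Zebrafish were exposed for 12, 24, or 36 h to MBZ or BBC at 0.3 μM, and RNA from their pooled eyes was hybridized to 24 arrays of 1 colour, with 4 arrays for each of 6 conditions. The samples were grouped by the compound, the exposure time and the replicate number in their labels. The authors scanned the arrays and extracted them with Feature Extraction, and the deposited scanner output gives intensities: a background-corrected signal, the median pixel signal and the median of the local background of each spot, without normalization between arrays. The authors also deposited a table of log2 values that they had normalized between arrays with Agi4x44PreProcess. The paper names this package and not its options, and it names the 4 spot flags without the number of arrays on which they must pass. Table S1 does not state the base of its log ratios, which was settled from the normalized values.

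The values used at the claims were computed from the deposited intensities. Spots of 1 probe were averaged. The log2 of the background-corrected signal minus the log2 of the 75th percentile of the probe spots of the array was taken, and no value was added before the logarithm. Probes were tested when they were positive and significant and well above background on all 4 arrays of at least 1 condition. Spots flagged as uneven were left out, and saturated spots were kept. Of 43603 probes, 31505 were tested, 14044 of them with a gene name and 9827 different names. At 36 h, 31504 could be tested, because the uneven spots of 1 probe left it without values in a condition. Names came from a RefSeq table of the assembly GRCz12tu through the accession that the array design gives for each probe, and from Table S1. The array carries no genome build, so no positions are printed. A gene with several probes is represented by the probe with the highest mean over all arrays.

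Depth in arrays is the signal over the background. The share of probes well above background had a median of 67.1%, 70.7%, and 72.7% in BBC eyes and 68.7%, 72.4%, and 73.1% in MBZ eyes at 12, 24, and 36 h. The 75th percentile of the signal at 24 h was lower than at the other exposure times in both compounds. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.14 at each exposure time.

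Tests were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. All 24 arrays entered a single fit with the 6 conditions and 18 residual degrees of freedom, and MBZ was compared with BBC within each exposure time by the moderated test of limma (lmFit and eBayes). The p values were adjusted by the Benjamini-Hochberg method over all tested probes, and a probe was called at an adjusted p under 0.20, the FDR that the paper used. Differences between the effects at 2 exposure times were tested in the same fit. For single values, two-sided exact permutation tests of 4 arrays against 4 were used, whose smallest p is 0.0286. Lists of genes were tested with camera at a preset correlation between genes of 0.01 and with fry, which uses the correlation found between the arrays, adjusted over 10 lists and 3 exposure times, at an adjusted p under 0.05. The lists reported hold tubulins, M-phase genes, S-phase genes, lens genes, skeletal muscle genes, cardiac muscle genes, pituitary and hypothalamic hormone genes, photoreceptor genes, and macrophage and microglia genes. A list of red blood cell genes was added after seeing the data.

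The comparisons, tests, lists, alternatives and the rule for naming genes were set before the data were examined, although Table S1 had been read by then. The genes named singly are those that Table S1 pairs with the human genes named as measured in the results, and *atm* and *atf2*. They are joined by the 3 genes with the largest rise and the 3 with the largest fall at each exposure time. These had to be called, to have all MBZ arrays on 1 side of all BBC arrays, to be well above background on all arrays of both groups, and to carry a gene name. No probe could be given the name *atm* or *atf2*. A gene that this rule names, and a list of genes tied to it, are not reported here.

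The alternatives were a stricter threshold, a minimum change of 1.5-fold, quantile normalization, the authors' normalized values, all 4 flags on all 24 arrays, no filter, the replicate number as a block, the slide as a block, a fit of only the 8 arrays of an exposure time, a rank product of 16 pairs with 100 permutations, fry, the mean over all probes of a gene, leaving out the lens and muscle lists, and leaving out each array in turn. Both alternatives planned on the mean pixel signal could not be run as written, because that signal is not in the files. The median pixel signal was used in its place, with an offset of 50, in 2 alternatives chosen after seeing the data. A rank product on the authors' normalized values and a block for each replicate number within each exposure time were also chosen after seeing the data.

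Whether the replicate numbers pair the samples was checked through the correlation, across probes, between an MBZ array and the BBC array of the same number, each taken as the difference from the mean of its condition. It ranged from 0.0287 to 0.127 at 12 h, from 0.154 to 0.433 at 24 h, and from -0.0216 to 0.368 at 36 h. It was over 0.1 in 1, 4, and 2 of the 4 pairs, so the numbers pair the arrays at 24 h. The arrays of a slide share a day and an exposure time, and each slide held replicates 1 and 2 or replicates 3 and 4 of both compounds.

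The tests of probes were tested on simulated data made from the real arrays, in which 200 of 30173 probes were changed by known amounts. For the comparison at 12, 24, and 36 h, limma recovered 83.0%, 79.5%, and 78.0% of the changed probes, and 18.2%, 17.2%, and 14.3% of its calls were false. The simulated noise was normal and independent between arrays, with 1 spread per probe for all exposure times, as the fit assumes. The real arrays depart from this, with a median spread of 0.1617, 0.1862, and 0.2145 and with effects of the slide. The shares for limma therefore check the code and do not give the false share among the real calls. The rank product recovered 77.0%, 77.5%, and 78.5%, and 78.7%, 79.9%, and 78.3% of its calls were false. With a single spread for all probes, it recovered 89.0% at 24 h, and 4.81% of its calls were false. The rank product was written here and the RankProd package was not run. These shares hold only for this version, on values and a filter like those of the main fit. For lists, camera was tried on simulated data with 1 list moved, and fry was not. The imaging and TUNEL experiments of the paper are not analysed here. The enrichment with ClueGO, JEPETTO, and iRegulon was not repeated, and the paper's Tables S2, S3, and S4 were used only for the genes that they list and the values that they print.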

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

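The tests of the slide, of the spread at 36 h, of the regroupings for differences between exposure times, of the scaling by scan day, of the photoreceptor score, of lens genes moving together, and of hormone genes moving together were chosen only after the result was seen.

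The highest or lowest of 4 arrays was far from the others in 3 of 120 groups tested, and chance alone would give 6. The mean of the cardiac muscle genes was -1.33 in BBC 36 h replicate 2, against -0.31 to -0.12 in the other 3 arrays. MBZ 36 h replicate 2, on the same slide, was also the lowest of its group (-2.215, against -0.75 to -0.43), and a count of chance that takes the groups as independent does not cover 2 arrays of the same number. *casp8* was at 0.27 in MBZ 24 h replicate 1, against -0.55 to -0.42 in the other 3 arrays, and without this array its log2 fold change at 24 h was 0.62 in place of 0.81, with the call unchanged. BBC 36 h replicate 3 had 540 uneven spots, against 6 to 56 in the other 3 arrays. MBZ 36 h replicates 1 and 3 had 426 and 441, so that such numbers are not limited to this array. These spots were left out of all values. Without that array 3234 probes were called at 36 h in place of 1770, and without MBZ 24 h replicate 1 the difference between 36 and 24 h was called for 429 probes in place of 20. No technical or biological explanation was tested for these arrays.

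Called probes that the paper does not list in its table of DEGs numbered 74 at 12 h, 59 at 24 h, and 1524 at 36 h. In the fit without a block, chance can be excluded for the count of called probes at 12 h, where 1 of 35 splits of the 8 arrays into 4 and 4 gave as many calls, the real one, and another split gave at most 68. With the slide as a block it cannot, since 3 of 35 splits gave as many as the 124 of the real one, and another split gave up to 195. Chance cannot be excluded for the count without a block at 24 h (4 of 35 splits) or at 36 h (5 of 35 splits). For probes called at several exposure times chance is argued against, since these comparisons share no arrays. Between 12 and 24 h 51 called probes were shared, and between 24 and 36 h 78. The 47 probes called at all 3 exposure times were all higher in MBZ eyes. These comparisons do share an estimate of the spread. The split that follows the slide gave 1476 calls at 24 h and 3392 at 36 h, more than the real one. The layout argues against the slide as the whole cause, since each slide held as many MBZ as BBC arrays. A shift shared by the arrays of a slide therefore cancels in MBZ against BBC. With the slide as a block, the real comparison called 154 and 2593 probes, more than without the block. The block takes the slide out of the spread, so this rise does not tell what caused the calls. Among the 35 splits with the slide as a block, 4 at 24 h and 5 at 36 h gave as many. Among the 18 of them that are balanced over the slides, 1, 1, and 2 did at 12, 24, and 36 h. Since the replicate numbers pair the arrays at 24 h, the real split was also compared with the 8 splits that part every pair. There the largest other count was 0 at 24 h, 2 at 12 h, and 243 at 36 h, and the real split had the highest count at each exposure time. The other splits differ from these in that they leave some pairs on 1 side. The count at 36 h may in part come from an estimate of the spread shared by the 3 exposure times, because the median standard deviation within groups was 0.2145 at 36 h against 0.1862 at 24 h and 0.1617 at 12 h. With only the 8 arrays of 36 h, 141 probes were called, and 134 of these were among the 1770. Whether an effect of MBZ that grows with exposure adds to the count at 36 h stays open. The tests of differences between exposure times, given next, cannot settle it, since chance was not excluded for the counts they gave. A scan day that acts on 1 compound alone also cannot be told apart from the exposure time. The position of the array stays open for all of these counts.

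The effect of MBZ differed between 36 h and 12 h for 114 probes and between 36 h and 24 h for 20 probes. Chance cannot be excluded for either: of 100 regroupings of the arrays, 10 and 21 gave as many, and others gave up to 4077 and 2306. These fits held no block for the slide or the replicate number. The real counts were 272 and 48 with the slide block, and 685 and 132 with the block within each exposure time. No regroupings are given for these blocked counts, so chance was not tested for them. For 24 h minus 12 h, limma called 0 probes, and 669 had an unadjusted p under 0.05. There 100 of 100 regroupings gave at least 0 whatever the data, so nothing was tested. Leaving out single arrays moved the 114 between 45 (without BBC 36 h replicate 2) and 589 (without MBZ 36 h replicate 4). It moved the 20 between 5 (without BBC 36 h replicate 4) and 429 (without MBZ 24 h replicate 1). Among single genes named here, the effect on *atf3* was larger at 36 h than at 12 h by 2.06 on the log2 scale (limma adjusted p = 2.98e-05). Both compounds were scanned on each day, so that a shift shared by them cancels in these differences. A scan day that scales all log2 fold changes alike is argued against as the whole cause for *atf3*. Over the 101 probes called at 12 h, the log2 fold change at 36 h was a median of 0.6628 times that at 12 h and at most 2.15 times, while that of *atf3* was 0.26 at 12 h and 2.31 at 36 h. A scan day that acts on single genes cannot be told apart from the exposure time, and the age of the eyes changes with the length of exposure.

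Lens genes were lower in MBZ eyes at 36 h, a group of genes that the paper's text does not report on. The median log2 fold change was -0.76, 29 of 29 genes were lower, and the adjusted p of fry was 0.0431. The arrays overlapped (two-sided exact permutation test of the list mean, p = 0.0571). The effect at 36 h was lower than that at 24 h by a median of -0.996 over the genes (camera adjusted p = 1.1e-28, fry adjusted p = 0.144). Of the 29 genes 21 are in Table S1, picked from these arrays, and over the other 8 the median was -0.35, past camera but not fry (adjusted p = 0.100). The lens is part of the eye, so all of these genes belong to the tissue. A delay of the whole eye is argued against by the photoreceptor genes. Their score differed by -0.141 between MBZ and BBC eyes at 36 h, where a delay to the level of BBC eyes at 24 h would need -2.34. The lens score of MBZ eyes at 36 h, -0.32, was as low as that of BBC eyes at 12 h, -0.31. Over all probes, the effect at 36 h had a correlation of -0.1704 with the change in BBC eyes from 12 h to 24 h. This is the sign that younger eyes would give, but 5 of 35 splits gave a correlation as large in size, so that a smaller delay stays open. A lens lost from part of the MBZ eyes during extraction and a lens with less of these transcripts cannot be told apart. The genes moved together across arrays within groups (mean correlation 0.525), and the lens score varied more in MBZ eyes (SD 0.52) than in BBC eyes (SD 0.17), but a change in the lens itself would give both as well. At 24 h the score varied more in BBC eyes (SD 0.53) than in MBZ eyes (SD 0.38). At 12 h it varied alike (SD 0.38 in BBC and 0.37 in MBZ eyes), so a wide spread was not limited to MBZ. The position of the array also stays open here.

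Macrophage and microglia genes were higher in MBZ eyes, with a median log2 fold change of 0.25 at 24 h and 0.38 at 36 h (fry adjusted p = 0.00562 and 7.6e-05), and the list mean was higher in all 4 MBZ arrays than in all 4 BBC arrays. The effect at 36 h exceeded that at 12 h by a median of 0.34 over the genes (camera adjusted p = 3.5e-05, fry adjusted p = 0.144). Of the 17 genes, 4 are in Table S1. Over the other 13 the median was 0.18 at 24 h, past camera and not fry (adjusted p = 0.228), and 0.37 at 36 h, past both (fry adjusted p = 0.00183). The eye holds such cells of its own. More blood in the MBZ samples is argued against, since the median of red blood cell genes at 36 h was -0.0336. Their most abundant genes changed little at 36 h, *hbae3* by 0.04 and *hbae1.1* by -0.04. These and the other members of lists named singly here are the brightest of their list and were chosen after their values were seen. The most abundant gene of the macrophage list, *apoeb*, changed by 0.03, 0.18, and 0.46 at 12, 24, and 36 h. The position of the array on the slide cannot be told apart from the compound. More macrophages or microglia in MBZ eyes, or more of these transcripts per cell, may underlie the rise, but this was not tested.

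Pituitary and hypothalamic hormone genes were higher in MBZ eyes at 36 h, with a median log2 fold change of 0.60 and 12 of 13 genes higher (fry adjusted p = 0.0345). The median was 0.24 and 0.30 with the 2 background corrections of the median pixel signal, 0.44 without a filter, and 0.394 without MBZ 36 h replicate 3, past camera in each. The arrays overlapped (two-sided exact permutation test of the list mean, p = 0.143). The effect exceeded that at 12 h by a median of 0.49 and that at 24 h by 0.46 over the genes (fry adjusted p = 0.198 for both). Of the 13 genes, 8 are in Table S1, and over the other 5 the median was 0.191, past neither test. A candidate source is tissue next to the eye that was carried over in single samples. The genes moved together across arrays within groups, with a mean correlation of 0.4052 at 36 h that 0 of 1000 random lists reached, and the score varied alike in MBZ and BBC eyes (SD 0.39 in each). In BBC eyes it was -0.57 and -0.72 on 1 slide and -0.04 and 0.07 on the other. Genes of the eye's own cells also moved together, such as the photoreceptor genes (0.747), so the correlation does not tell where the transcripts came from. The most abundant genes of the list, *avp* and *trh*, changed by 0.04 and 0.64. Whether the amount carried over differed between the compounds by chance or by a change in the shape of the eye was not tested, and an effect of MBZ on these genes and the position of the array stay open.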

How the results depend on the processing

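The alternatives on the median pixel signal, the block within each exposure time and the rank product on the authors' normalized values were chosen after the results were seen. Alternatives planned on the mean pixel signal gave no value, because that signal is not in the files. Where a value below changed, the cause was not tested unless it is given.

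The number of called probes was 101, 101, and 1770 at 12, 24, and 36 h. It stayed within 1.5 times these numbers under 7, 7, and 8 of 14 alternatives, and over all of them it ranged from 38 to 740, from 49 to 515, and from 141 to 3814. An adjusted p under 0.05, a stricter threshold by construction, called 51, 64, and 332 probes. A minimum of 1.5-fold left 615 at 36 h, of which 257 were higher and 358 lower, against 1000 and 770 without this minimum. All 4 flags on all arrays, with fewer probes tested, left 59 at 12 h, and the authors' normalized values gave 179 at 24 h. The median pixel signal gave 39 and 38 at 12 h with its 2 background corrections. The rank product called 740, 515, and 782 probes, sharing 79, 76, and 407 with limma. At 36 h 346 of its calls were higher and 436 lower. Apart from these settings and those with an array left out, every alternative called more probes higher than lower at 36 h. On the authors' normalized values the rank product called 265, 295, and 641, sharing 51, 67, and 418. With only the 8 arrays of an exposure time, limma called 49 at 24 h and 141 at 36 h, where the estimate of the spread has fewer degrees of freedom by construction.

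With the replicate block, 114, 135, and 2423 probes were called. The slide block called 124, 154, and 2593. The block for each replicate number within each exposure time called 159, 188, and 3814, and the pairing it assumes was seen at 24 h. With an array left out, the counts ranged from 69 (without MBZ 12 h replicate 1) to 178 (without BBC 12 h replicate 4) at 12 h. At 24 h they ranged from 76 (without MBZ 24 h replicate 2) to 175 (without MBZ 24 h replicate 1). At 36 h they ranged from 636 (without MBZ 36 h replicate 3) to 3634 (without MBZ 36 h replicate 4), with 777, 956, 968, and 3234 without BBC 36 h replicates 2, 1, 4, and 3.

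For 24 h minus 12 h, where limma called 0 probes, 1 was called with quantile normalization, 5 with the authors' normalized values, 2 with all 4 flags, and 0 to 3 with an array left out. For 36 h minus 12 h, called for 114 probes, the count was 52 without a filter, 259 with the replicate block, 272 with the slide block, 685 with the block within each exposure time, and 45 (without BBC 36 h replicate 2) to 589 (without MBZ 36 h replicate 4) with an array left out. For 36 h minus 24 h, called for 20 probes, it was 58 with the authors' normalized values, 48 with the slide block, 33 and 39 with the median pixel signal, 132 with the block within each exposure time, and 5 (without BBC 36 h replicate 4) to 429 (without MBZ 24 h replicate 1) with an array left out.

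The 47 probes called at all 3 exposure times became 29 with either correction of the median pixel signal and 22 with only the 8 arrays, and stayed between 40 and 55 with an array left out. Of the probes in Table S1, limma called 27, 42, and 246. With only the 8 arrays it called 19 at 24 h and 56 at 36 h, the rank product called 66 at 12 h, and on the authors' normalized values it called 130 at 12 h and 150 at 24 h. With an array left out, the number at 36 h ranged from 145 (without MBZ 36 h replicate 3) to 289 (without MBZ 36 h replicate 4).

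Of the 30 tests of lists, camera passed 20 and fry 7. Camera compares a list with the other genes at a preset correlation, while fry tests the list on its own, and which of these lowered the number was not tested. In the lists reported, the mean correlation between genes across arrays within groups was above the preset of 0.01. It ranged from 0.020 (macrophage and microglia genes at 12 h) to 0.876 (M-phase genes at 36 h). The p values of camera therefore tend to be too small, and a list past camera alone is weak evidence. With an array left out, 16 to 22 passed by camera. The direction counted here is that of the test, which can differ from the sign of the median. Over the other alternatives, 276 of 330 list results kept their direction and side of the threshold, 34 no longer passed, 8 newly passed, and 12 changed direction without passing before or after. These 12 were of the cardiac muscle and lens genes at 12 h and of the photoreceptor and hormone genes at 24 h, and the median of the lens genes at 12 h went from -0.033 to 0.058. With an array left out, 662 of 720 kept both, 27 no longer passed, 12 newly passed, 16 changed direction without passing before or after, and 3 reversed. Without BBC 12 h replicate 1, the lens genes at 12 h, down and not past camera, were up and past it (median 0.145, range of the medians -0.129 to 0.145). The photoreceptor genes, up and past camera at 12 h, were down and not past it without BBC 12 h replicate 2 (median -0.025, range -0.025 to 0.202). At 36 h, where they were down and past camera, they were up and not past it without MBZ 36 h replicate 1 (median 0.0446, range -0.281 to 0.0446). Medians near 0 also crossed 0 with an array left out for the cardiac muscle and hormone genes at 12 h, the photoreceptor, skeletal muscle and M-phase genes at 24 h, and the M-phase, S-phase and tubulin genes at 36 h. The correlations with the development of BBC eyes, 0.10, 0.21, and -0.17, kept their sign under 7 alternatives and with each array left out.

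For single genes, 428 of 462 results kept their direction and call over the other alternatives, 30 were no longer called, 4 were newly called, and 0 reversed. With an array left out, 842 of 864 did. *mdm2*, *ccng1*, and *fosab* were called at all 3 exposure times in every alternative and with every array left out. Signal over background limits the probes that can be tested: 72.3% passed the filter used here and 56.7% the strict reading.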

Differences from the paper's values

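Counts were taken to differ when 1 was over 1.5 times the other, and log ratios when they were further apart than the larger SD of the MBZ and BBC arrays. With these limits, the number of probes called as DEGs at 36 h and 1 of 20 log ratios compared differed from the values the paper states. These log ratios are of genes named in the paper's results, not of all of Table S1. Over all its probes, Pearson's r with the log2 fold changes was 0.980, 0.939, and 0.994 at 12, 24, and 36 h. Single probes outside the 20 differed widely, such as that of *NDUFS1* at 24 h (-0.01 here, 1.274 in the paper), picked after its values were seen. At 12 and 24 h the paper's Table S1 lists 130 and 150 probes, and 101 were called here at each. These counts were within the limit for counts, at 24 h closely so. The counts here are of all probes, with 36 and 57 gene names, while Table S1 holds 1 probe per gene symbol, so they cannot be compared directly. With 1 array left out they ranged from 69 to 178 at 12 h and from 76 to 175 at 24 h, with the lowest outside the limit. At 12 h most alternatives set before the data were examined were also outside, such as 59 with all 4 flags and 740 with the rank product. The replicate and slide blocks, with 114 and 124, were within it. At 36 h the paper's Table S1 lists 372 probes, which is 1 probe per gene symbol, and 1770 probes were called here. Among the alternatives set before the data were examined, an adjusted p under 0.05 called 332 probes and came within 1.5 times the paper's number. The others that were run did not: a minimum of 1.5-fold called 615, quantile normalization 1992, the authors' normalized values 2240, all 4 flags on all arrays 1681, no filter 1271, the replicate block 2423, the slide block 2593, the fit of 8 arrays 141, the rank product 782, and leaving out 1 array between 636 and 3634. Among the alternatives chosen after seeing the data, the rank product on the authors' normalized values called 641 probes, the median pixel signal 1811 and 1794, and the block within each exposure time 3814.

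For the probe of *FOS* at 12 h, the paper's log ratio in Table S1 is 1.2975 and the log2 fold change here was 1.43, both on the log2 scale. The gap of 0.131 is over the SD of 0.109 and under the standard error of the log2 fold change, 0.134. With quantile normalization it was 1.38, and with the authors' normalized values it was 1.2975, both within the SD of the paper's value. Those were the only alternatives set before the data were examined for which this value was compared.

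The paper counts *JUN* among the genes higher at 12 h, and it is in the paper's list of DEGs at 12 h. Here its log2 fold change at 12 h was 0.45, and it was not called (limma adjusted p = 0.261). Over 13 alternatives the adjusted p ranged from 0.0896 to 0.847. *JUN* was called with the replicate number as a block (0.192), and in 2 settings chosen after seeing the values, the block within each exposure time (0.127) and the rank product on the authors' normalized values (0.0896). It was also called without BBC 12 h replicate 4, BBC 36 h replicates 3 or 4, or MBZ 36 h replicates 1 or 3.

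The paper names *JUN*, *FOS*, and *ATF3* as targets of ATF2 shared by the networks of the 3 exposure times. Over all targets in Table S4, 1 is in all 3 lists, *JUN*, and 3 are in 2 of the lists, *FOS*, *ATF3*, and *HIST1H3A*.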

Other observations

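The tests of regroupings for the lists, of the pairs of tubulin scores, and of the background in the authors' normalized values were chosen only after the result was seen.

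The number of lists past camera was 7 of 10 at 12 h, 5 at 24 h, and 8 at 36 h. Chance cannot be excluded for any of these numbers, since 2, 20, and 5 of 35 splits of the 8 arrays gave as many. By fry, 1, 2, and 4 lists passed, and all of them also passed camera. Macrophage and microglia genes were among them at 24 and 36 h, and lens and hormone genes at 36 h.

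In every comparison, the position of the array on the slide cannot be told apart from the compound. The 7 spike-ins that were bright on all arrays differed between MBZ and BBC arrays by at most 0.3029 on the log2 scale, at 24 h, and by -0.14, 0.25, and 0.04 on average at 12, 24, and 36 h, but spike-ins do not pass through the RNA of the eye.

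Skeletal muscle genes had a median log2 fold change of 0.61 at 12 h, 0.07 at 24 h, and -0.26 at 36 h, past camera at 12 and 36 h and not past fry (adjusted p = 0.238 at 12 h and 0.742 at 36 h). With an array left out, the median at 12 h ranged from 0.37 (without MBZ 12 h replicate 2) to 0.89, past camera throughout. That at 36 h no longer passed without BBC 36 h replicate 3 (-0.10) or MBZ 36 h replicate 1 (-0.0992). The list mean overlapped between MBZ and BBC arrays at 12 h (two-sided exact permutation test, p = 0.286). A candidate explanation is muscle around the eye carried over in single samples. The spread of the score within groups at 12 h was 4.753 times the median of the other lists, and 0 of 1000 random lists moved together as closely. In BBC eyes at 12 h the score was -2.49 and -2.34 on 1 slide and -0.87 and -0.85 on the other, and the highest MBZ array was replicate 2 (-0.10). The brightest genes of the list, *mb* and *mylpfa*, named after their values were seen, changed by 0.43 and 0.61 at 12 h. Of the 26 genes, 17 are in Table S1.

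Alpha- and beta-tubulin genes had a median of -0.1062 at 12 h, -0.05 at 24 h, and -0.06 at 36 h. Tubulin transcripts fall when free tubulin dimers rise, which a drug that binds tubulin could cause. The fall at 12 h passed camera (adjusted p = 0.00589) and not fry (0.278), and the arrays overlapped (two-sided exact permutation test, p = 0.0571). Without MBZ 12 h replicate 1 it no longer passed camera (median -0.0874). The list also passed camera at 36 h (adjusted p = 0.0398), but not under 7 of 11 alternatives or without BBC 36 h replicates 1, 2, or 3 or MBZ 36 h replicates 3 or 4 (median 0.00570 without the last). At 24 h it passed camera only in 3 of 11 alternatives, such as the slide block (adjusted p = 0.0437), and without BBC 24 h replicate 1, MBZ 24 h replicate 2, or MBZ 36 h replicate 1. The list mean was lower in the MBZ array than in the BBC array of the same number in 4 of 4 pairs at each exposure time. At 24 h, where the numbers pair the arrays, this gives p = 0.125 (two-sided exact test of the pairs), the smallest that 4 pairs allow. The explanation is therefore neither excluded nor shown. M-phase genes had a median of -0.1041 at 12 h, -0.08 at 24 h, and -0.04 at 36 h. More cells held in M phase would raise these transcripts. The fall at 12 h passed camera (adjusted p = 0.0377) and not fry (0.826), and the arrays overlapped (two-sided exact permutation test, p = 0.171), so that this explanation stays open. The fall at 12 h no longer passed under 5 of 11 alternatives, fry among them. It also no longer passed camera without BBC 12 h replicate 1 (-0.0902) or MBZ 12 h replicates 1 (-0.0551), 3 (-0.0899), or 4 (-0.0667). At 24 h the list passed camera, as a fall, in 5 of 11 alternatives. It also did so without BBC 24 h replicates 2 or 3, MBZ 24 h replicates 1 or 4, or MBZ 36 h replicate 1. At 36 h it passed, as a fall, only without BBC 36 h replicate 3 (-0.1129) or MBZ 36 h replicate 1 (-0.1854).

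S-phase genes had a median of -0.17, -0.13, and -0.02 at 12, 24, and 36 h, past camera at 12 and 24 h and not past fry at any. At 24 h the list no longer passed camera without BBC 24 h replicates 1 (-0.0744) or 4 (-0.0222) or MBZ 24 h replicate 3 (-0.0245). Cardiac muscle genes had a median of -0.15, -0.47, and -0.51, past camera at 24 and 36 h and not past fry. The median at 24 h was -0.24 without MBZ 24 h replicate 4, and that at 36 h was -0.0329 without MBZ 36 h replicate 2, neither past camera. With all 4 flags it was -0.23 at 24 h and not past camera. At 12 h the direction of camera for this list was up while its median was negative, and that for the lens genes was down while their median was 0.01, and neither passed. Photoreceptor genes had a median of 0.10, 0.06, and -0.15, past camera at 12 and 36 h and not past fry. At 12 h they no longer passed camera without BBC 12 h replicates 1 (0.10) or 2 (-0.025) or MBZ 12 h replicates 1 (0.0992), 3 (0.13), or 4 (0.0964), and at 36 h without BBC 36 h replicate 3 (-0.00852) or MBZ 36 h replicate 1 (0.0446). Lens genes had a median of 0.26 at 24 h, with 29 of 29 genes higher, past camera and not fry (adjusted p = 0.477). The median was 0.0593 without BBC 24 h replicate 4 and 0.0905 without MBZ 24 h replicate 2, neither past camera, and 0.43 without BBC 24 h replicate 2. Macrophage and microglia genes had a median of 0.03 at 12 h, past camera and not fry (adjusted p = 0.457). They no longer passed under 6 of 11 alternatives, fry among them. They were also no longer past camera without BBC 12 h replicate 1 (0.0375) or MBZ 12 h replicates 1 (0.0529) or 2 (0.0115). Their list mean at 12 h was still higher in all 4 MBZ arrays than in all 4 BBC arrays (two-sided exact permutation test, p = 0.0286). Hormone genes had a median of -0.05 at 12 h and -0.19 at 24 h and passed neither test. Red blood cell genes had a median of 0.02, -0.26, and -0.03 at 12, 24, and 36 h, past camera at 24 h and not past fry. No explanation was tested for these lists. Across probes, the effect of MBZ at 12 and 24 h had a correlation of 0.10 and 0.21 with the change in BBC eyes between the other exposure times, where 13 and 12 of 35 splits gave one as large in size. In BBC eyes alone, limma called 26123 probes as changed between 12 and 24 h, 24545 between 12 and 36 h, and 22404 between 24 and 36 h.

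Of the probes in Table S1, 103, 108, and 126 were not called by limma at 12, 24, and 36 h. A wide spread between arrays may be why. The median standard deviation within groups of these probes at 12 h was 3.382 times that of all tested probes, and the ratio was 1.97 at 24 h and 3.19 at 36 h. The rank product does not weigh a probe by its spread, and on simulated data most calls of the version written here were false, which was not checked with the RankProd package of the paper. At 12 h, 16 of the 130 probes belong to the skeletal muscle list, and none of them was called.

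In the authors' normalized values, 37.3% are at the lowest value. A candidate explanation is that the local background was subtracted from a signal that Feature Extraction had already corrected for background. The order of the probes under this subtraction had a Spearman correlation of at least 0.999976 with the authors' values on each of the 24 arrays, against at most 0.963 for the lowest correlation of the other signals tried.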
